# Hippocampal small RNAs from patients with schizophrenia induce specific cognitive and neural phenotypes in mice

**DOI:** 10.1038/s41420-026-03166-z

**Published:** 2026-05-25

**Authors:** Marcos Galán-Ganga, Anna Guisado-Corcoll, Anna Sancho-Balsells, Marina Herrero-Lorenzo, Iván Ballasch, Lisa Patterer, Jordi Alberch, Belén Arranz, Albert Giralt, Eulàlia Martí

**Keywords:** Genetics of the nervous system, Hippocampus

## Abstract

Schizophrenia is a neuropsychiatric syndrome characterized by the presence of psychotic, negative and cognitive symptoms. Cognitive deficits can appear even before the onset of the first psychotic episode and their severity has been recently associated with altered levels of small RNAs (sRNAs), including microRNAs. Nevertheless, how the dysregulation of sRNAs can lead to cognitive impairments and their role in the onset and pathophysiology of the disorder are still unknown. In our research, we hypothesized that hippocampal sRNAs generated in patients with schizophrenia could contribute to the impairment of specific cognitive domains that are altered in the disease. Through deep sequencing, we identified novel dysregulated sRNAs (including microRNAs and tRNA-derived fragments) in the hippocampus of patients with schizophrenia. Furthermore, when injected in the hippocampus of wild-type mice, animals exhibited an impairment in spatial short-term memory accompanied by a reduction in spine density of CA1 pyramidal neurons. RNA-sequencing of the hippocampus of injected mice revealed changes in key pathways related to neurotransmission. Specifically, we found higher levels of the presynaptic marker for Parvalbumin interneurons synaptotagmin II *(Syt2)*, mirroring observations made in the brain of schizophrenia patients. We also detected subtle morphological changes in mouse hippocampal microglia in response to sRNAs from affected individuals. Our results point out that sRNAs can contribute to cognitive symptoms in schizophrenia through synaptic alterations, highlighting these molecules as promising novel therapeutic targets for the disorder.

## Introduction

Schizophrenia is a neuropsychiatric syndrome that affects around 1% of the world population [1]. Although it is not the most prevalent mental illness, it ranks first as the leading cause of years lived with disability among patients with a diagnosis of a mental or substance use disorder [2]. Patients affected by schizophrenia typically suffer from psychotic or positive symptoms (e.g., hallucinations and delusions); negative symptoms (e.g., social withdrawal, anhedonia, and apathy); and cognitive deficits (e.g., social cognition deficits, impaired executive functions, and working memory) [3]. Currently, antipsychotic treatments can help to manage psychotic symptoms in acute episodes of schizophrenia, but they have limited benefits on cognition, and side effects might even aggravate some deficits [4]. Therefore, research and alleviation of those cognitive symptoms, that emerge in the premorbid phase of the disease and may affect almost 98% of the patients, represent an important unmet medical need [5]. Interestingly, these cognitive deficits are the first to manifest in the disorder and they are present before the onset of the first psychotic episode that typically bring patients to medical assessment, suggesting their potential as a possible early biomarker for the disorder [4].

In schizophrenia, the pathophysiology of the disease can impact cognition across 7 different domains: attention, processing speed, verbal memory, spatial memory, working memory, reasoning and problem solving, and social cognition [6]. The hippocampus is the main brain region involved in memory and cognition [7]; and different morphological, electrophysiological, synaptic and molecular abnormalities affecting this brain region have been associated to the disorder [8, 9].

Recent evidence has found altered levels of small RNAs (sRNAs) in *post-mortem* brain samples of patients affected by schizophrenia and other neuropsychiatric disorders [10]. sRNAs are non-coding RNAs with less than 200 nucleotides that do not code for proteins but play an essential role regulating mRNA expression, stability and translation; showing an important function in health and disease [10]. Among the different sRNA biotypes, microRNAs (miRNAs) have been linked to the aetiology of schizophrenia through their direct regulation of neurotransmission and immunological pathways that are known to be altered in the disease [11, 12]. Moreover, dysregulation of some miRNAs has been found not only in the hippocampus, but also in circulating blood vesicles of affected individuals in association with treatment-resistance and the severity of cognitive deficits [13]. However, none of these studies have been able to assess their active role in the onset and/or progression of the cognitive symptoms of the disease.

In the present manuscript, we aimed to decipher whether hippocampal sRNAs from patients with schizophrenia could lead to an impairment in different cognitive domains that are affected in the disease. For this purpose, we isolated sRNAs from the hippocampus of schizophrenia patients as well as control individuals to assess possible alterations in sRNAs profiles that could contribute to the complexity of altered cognition in schizophrenia. Furthermore, we generated a translational model based on the injection of these sRNAs in the hippocampus of wild-type mice to study whether species generated in schizophrenia patients have neurotoxic effects that may disrupt cognition in vivo. Behavioural and molecular changes related to an impairment in the spatial short-term memory showed that infusion of sRNAs from patients with schizophrenia in mice can mirror findings already observed in the disease as well as offer new potential therapeutic targets related to synaptic function.

## Results

### Characterization of small RNA profiles reveal new dysregulated miRNAs in the hippocampus of patients with schizophrenia

We first aimed to characterize the profile of non-coding sRNAs from the brain of patients with schizophrenia and to compare the results with controls without psychiatric disorders. To do so we first took advantage of our cohort of human *post-mortem* hippocampal samples of patients with schizophrenia and control individuals [14]. We purified sRNAs and mixed equivalent amounts (4.7 ng) of each sample to generate a Control Pool (*N* = 9 patients) and two independent pools (Pool 1 and Pool 2) of sRNAs from patients with schizophrenia (*N* = 10 patients per pool) (Fig. 1a).

**Fig. 1:**
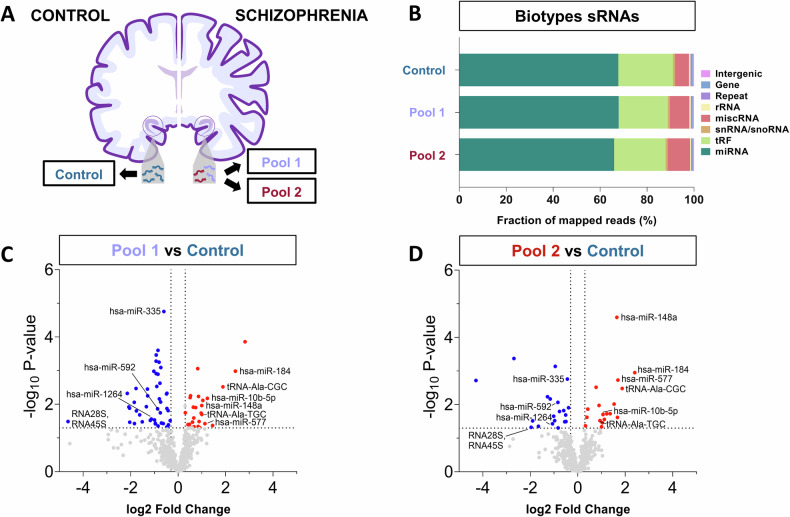
Characterization of small RNAs from *post-mortem* hippocampi of patients with schizophrenia and unaffected controls using SeqCluster annotation tool. Schematic diagram of the study design (**a**). Frozen brain hippocampal tissues from patients with schizophrenia, as well as unaffected individuals were used to purify sRNAs. sRNAs from 9 control patients were mixed into a Control Pool; whereas sRNAs from 20 patients with schizophrenia were distributed into a Pool 1 and Pool 2 of sRNAs of 10 patients each. Purified sRNAs were subjected to small RNA-sequencing. sRNAs’ biotypes using SeqCluster tool are depicted (**b**). Fraction of mapped reads in each sRNA pool (Control, Pool 1 and Pool 2) annotating onto the different sRNA biotypes (*N* = 6 patients/pool). miRNA microRNAs, tRF tRNA-derived fragments, snRNA/snoRNA small nuclear/nucleolar RNAs, miscRNA miscellaneous RNA. rRNA ribosomal RNA, Repeat repetitive RNA, Gene gene fragments, Intergenic intergenic RNAs. Volcano plots constructed with the DE sRNAs of Pool 1 vs Control (**c**) and Pool 2 vs Control (**d**) patients using the sRNA matrix of counts obtained with SeqCluster (*N* = 6 patients/pool). Red dots highlight the significantly upregulated sRNAs (Log2 Fold Change ≥ 0.3, *p*-value < 0.05) and blue dots illustrate the downregulated sRNAs (Log2 Fold Change ≤ −0.3, *p*-value < 0.05). Dots representing illustrative sRNA species are labelled.

sRNAs from a representative group of individuals from each pool (*N* = 6) were sequenced and reads were quantified and annotated SeqCluster [15] and ExceRpt [16] bioinformatic tools. SeqCluster tool showed that miRNAs were the most abundant biotype (65–67%) followed by tRNA derived fragments (tRFs) (20–23%) and miscellaneous RNAs (miscRNA) (5–9%) (Fig. 1b). No significant changes in the proportion of each of the sRNA biotypes were found between the control samples and the two different pools of schizophrenia patients. Similar abundances of sRNA biotypes were obtained when using the ExceRpt tool (Supplementary Fig. 1).

Profiting from the advantages of SeqCluster to annotate complex sRNA sequences, such as tRFs, we first performed a differential expression (DE) analysis using the sRNA count matrix generated with this tool to assess which specific sRNA biotypes were more dysregulated in Pool 1 and Pool 2 of patients with schizophrenia compared to controls. Interestingly, we found that the majority of dysregulated sRNAs (Log2 Fold Change ≥ 0.3 and ≤ −0.3, *p*-value < 0.05) corresponded to miRNAs, although we also identified some tRFs and rRNA fragments dysregulated (Fig. 1c, d) (Supplementary Table 3A, B). This observation adds to the recent evidence suggesting that altered levels of miRNAs in the brain [12] and circulating extracellular vesicles (EVs) [13] of patients with schizophrenia might be related to the onset and/or severity of the disease. Thus, we focused on analyzing miRNA candidates in our samples using ExceRpt, a tool that optimally annotates these sequences [16].

We performed an unsupervised principal component analysis (PCA) to look for specific expression patterns of miRNAs discriminating groups using the miRNAs identified with ExceRpt. The first two components of the PCA did not show a clear separation between controls and patients with schizophrenia (Pool 1 and Pool 2). However, the first and third components of the PCA provided better discrimination between unaffected individuals and diseased patients (Fig. 2a). The top 10 miRNAs species contributing to the separation of control and schizophrenia samples in each of the 3 components were identified and the respective loadings are summarized in Fig. 2b.

**Fig. 2:**
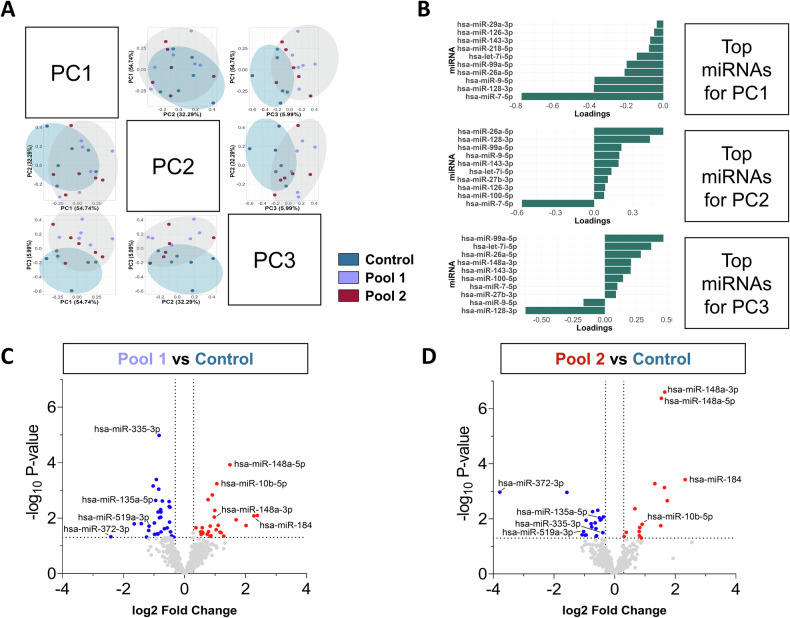
Characterization of microRNAs from *post-mortem* hippocampi of patients with schizophrenia and unaffected controls using ExceRpt annotation tool. miRNA PCA plots (**a**). PCA plots constructed with the matrix of counts of only miRNAs obtained using ExceRpt tool and combining the first three components that explain more than 90% of the variance (*N* = 6 patients/pool). miRNA PC loadings (**b**). PC loadings of the top 10 miRNAs species contributing to the separation of control and schizophrenia samples in each of the three components. Volcano plots constructed with the DE miRNAs of Pool 1 vs Control (**c**) and Pool 2 vs Control (**d**) patients using the miRNA matrix of counts obtained with ExceRpt. Red dots highlight the significantly upregulated miRNAs (Log2 Fold Change ≥ 0.3, *p*-value < 0.05) while blue dots illustrate the downregulated miRNAs (Log2 Fold Change ≤ -0.3, *p*-value < 0.05). Dots representing illustrative miRNA species are labelled.

To go deep into the possible association of specific miRNA candidates and the disease, we did a DE analysis between controls and schizophrenia patients (Pool 1 and Pool 2) using the miRNA count matrix generated by the ExceRpt tool. As it can be observed in the volcano plots, we found a total of 26 and 15 upregulated miRNAs for Pool 1 and Pool 2 patients compared to controls (Log2 Fold Change ≥ 0.3, *p*-value < 0.05), respectively (Fig. 2c); and a total of 32 and 20 downregulated miRNAs for Pool 1 and Pool 2 patients compared to controls (Log2 Fold Change ≤ -0.3, *p*-value < 0.05), respectively (Fig. 2d) (Supplementary Table 4A–D). Equivalent results were obtained when using the SeqCluster tool (Supplementary Fig. 2a–d) (Supplementary Table 5a–d).

Our experimental paradigm is based on the injection of human sRNAs into the brains of wild-type mice. This approach suggests that the functional effects of schizophrenia sRNAs in the hippocampus of mice would be driven by species specifically produced and therefore over-represented in this condition, rather than the absence or under-representation of specific sRNA sequences. This is the reason why, for our analysis, we decided to focus on upregulated miRNAs. We found that 8 miRNAs were commonly upregulated in both Pool 1 and Pool 2 of patients: hsa-miR-10b-5p, hsa-miR-148a-3p, hsa-miR-148a-5p, hsa-miR-184, hsa-miR-1911-5p, hsa-miR-548av-5p | hsa-miR-548k, hsa-miR-577, and hsa-miR-607 (Fig. 3a).

**Fig. 3:**
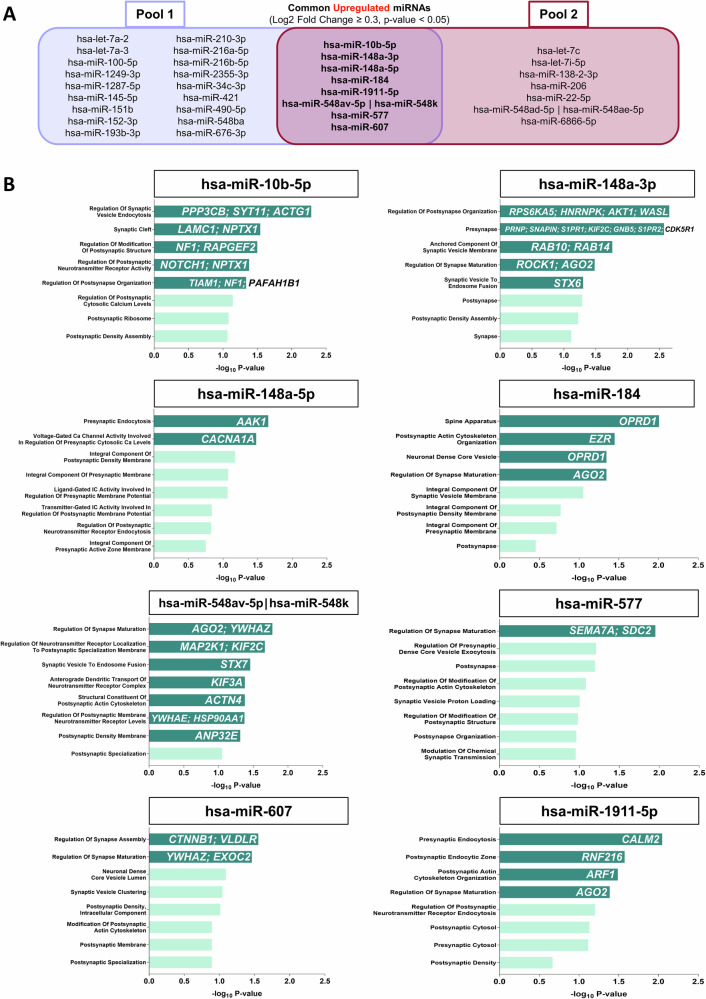
Gene ontology synaptic pathways associated to the target genes of common upregulated microRNAs in the hippocampus of Pool 1 and Pool 2 patients using SynGO tool. Venn diagram showing the overlap between significantly upregulated miRNAs detected in both sRNA pools of patients with schizophrenia (**a**). Screening threshold used was Log2 Fold Change ≥ 0.3 and *p*-value < 0.05 for both Pool 1 and Pool 2 groups of patients. Bar plots showing -log10 *p*-values of representative gene ontology synaptic pathways associated to the target genes of common upregulated microRNAs (Log2 Fold Change ≥ 0.3, *p*-value < 0.05) in Pool 1 and Pool 2 of patients with schizophrenia (**b**). Target genes of each miRNA were obtained from the mirTarBase database and introduced into the SynGO 2024 for gene ontology analysis. Pathways with a significant *p*-value (*p*-value < 0.05) are depicted in dark green and associated candidate genes are indicated in black/white. Non-significant pathways (*p*-value ≥ 0.05) are depicted in light green.

Given that synaptic abnormalities affecting the hippocampus have been associated with schizophrenia [8, 9], we wondered whether those common upregulated miRNAs in Pool 1 and Pool 2 of patients might regulate gene pathways related to the organization and functioning of brain synapses. As described in the Materials and Methods section, we obtained the target genes of each of those miRNAs from the mirTarBase [17] and introduced them in the SynGO web server [18] to explore the functional annotations associated to synaptic pathways.

Target genes of common upregulated miRNAs in both Pool 1 and Pool 2 were significantly involved (p-value < 0.05) in one or more synaptic pathways (Fig. 3b). Gene ontology analysis revealed pathways related to the regulation of pre and postsynaptic organization, synapse assembly, and synapse maturation, among others. Interestingly, altered levels and specific variants of some of the genes involved in those processes, such as *AGO2*, *AKT1*, *CTNNB1* and *YWHAZ*, have been previously associated with schizophrenia [19–23].

Altogether, these data suggest that the combined action of multiple dysregulated sRNAs rather than a single clear sRNA candidate in the hippocampus of patients with schizophrenia might induce pathogenic alterations contributing to the symptomatology of the disorder.

### Injection of small RNAs from patients with schizophrenia provokes specific hippocampal-related cognitive deficits in mice

Given the important role of miRNAs as modulators of gene expression and function in the brain [24, 25], we then aimed to determine the role of sRNAs in vivo by directly injecting them into the hippocampus of wild-type mice following our previously described procedure [26]. Based on the molecular study carried out in Fig. 1a, we generated four experimental groups (Fig. 4a): mice injected with sRNAs pooled from 9 control individuals (Control), mice injected with sRNAs pooled from 10 patients with schizophrenia (Pool 1) and mice injected with sRNAs pooled from a second cohort of 10 patients with schizophrenia (Pool 2). Artificial cerebrospinal fluid was used as an additional vehicle control in a fourth group of mice (Vehicle). These groups of mice were bilaterally infused in the dorsal hippocampus with the sRNAs (or vehicle) two times (Fig. 4a). 24 hours after the last infusion all mice were subjected to a battery of behavioral tests such as open field test to monitor anxiety-like and exploratory behaviours, novel object recognition test (NORT) to evaluate recognition memory, and T-maze test to assess spatial memory.

**Fig. 4:**
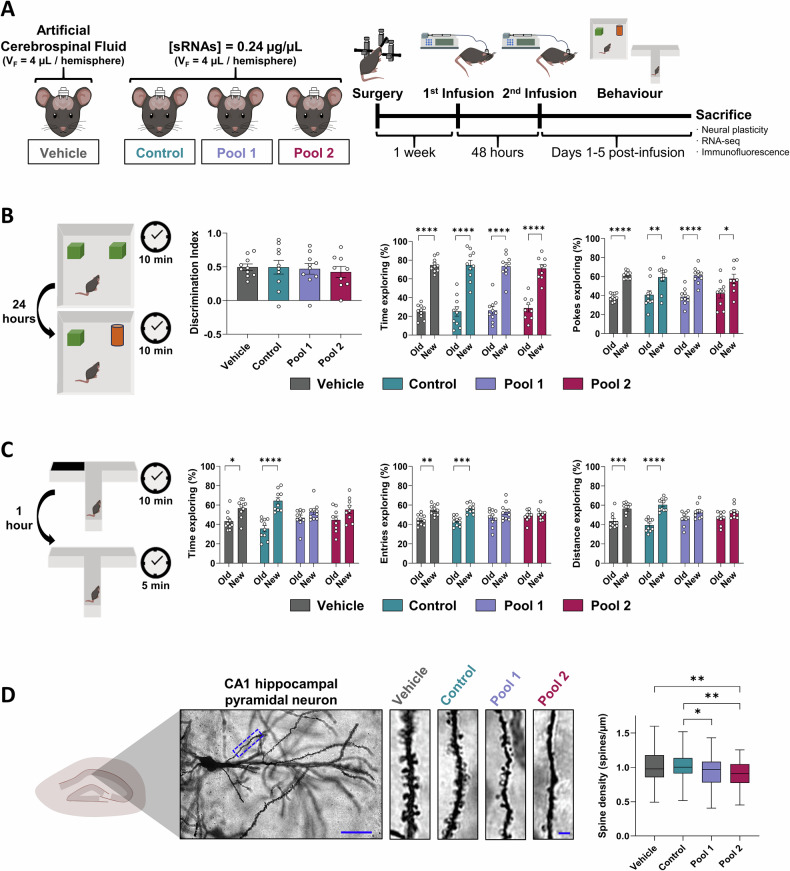
Behavioral effects induced by intra-hippocampal infusion of small RNAs from *post-mortem* hippocampi of patients with schizophrenia and unaffected controls. Schematic diagram of the study design (**a**). sRNAs were injected into the dorsal hippocampus of wild-type mice using bilateral cannulas. Artificial cerebrospinal fluid was used as an additional control of the experiment. Injected mice were assessed for different cognitive skills. Four groups were generated: Vehicle group (no sRNAs injected), Control group (injected with sRNAs from controls with no psychiatric illnesses), Pool 1 group (injected with sRNAs from a group of 10 patients with schizophrenia) and Pool 2 group (injected with sRNAs from a second and different group of 10 patients with schizophrenia). Once sacrificed, brains were processed for histopathological evaluation (Golgi staining), transcriptomic analysis (RNA-seq) and immunofluorescence. Results from recognition memory assessment in the novel object recognition test (NORT) (**b**). Three parameters assessing the preference for the new object were analyzed (from left to right): Discrimination Index (first panel, one-way ANOVA, F(_3,35_) = 0.1727, *P* = 0.9141, no effects), percentage of time exploring the objects (second panel, two-way ANOVA, novelty effect F(_1,70_) = 279.2, *P* < 0.0001; interaction effect F(_3,70_) = 0.3454, *P* = 0.7926) and percentage of number of nose pokes (third panel, two-way ANOVA, novelty effect F(_1,70_) = 63.60, *P* < 0.0001; interaction effect F(_3,70_) = 0.5112, *P* = 0.6759). Results from the spatial memory assessment in a T-maze (**c**). Three parameters assessing the preference for the new arm (context) were analyzed (from left to right): percentage of time exploring arms (first panel, two-way ANOVA, novelty effect F(_1,70_) = 41.10, *P* < 0.0001; interaction effect F(_3,70_) = 4.533, *P* = 0.0057), percentage of number of entries into the arms (second panel, two-way ANOVA, novelty effect F(_1,70_) = 28.48, P < 0.0001; interaction effect F(_3,70_) = 2.609, *P* = 0.0583) and percentage of travelled distance (third panel, two-way ANOVA, novelty effect F(_1,70_) = 54.87, P < 0.0001; interaction effect F(_3,70_) = 4.558, P = 0.0056). Tukey’s and Bonferroni’s *post hoc* test were used accordingly, *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. Values are mean ± SEM. *N* = 9–10 mice/group. Golgi staining was performed in brains from mice of the four groups (Vehicle, Control, Pool 1 and Pool 2) (**d**). Second order apical dendrites from CA1 pyramidal neurons were evaluated for spine density and a representative dendrite from each group is depicted. Spine density (spines/micron) is shown for each group (one-way ANOVA, F(_3,389_) = 6.890, P = 0.0002). Tukey’s *post hoc* test was performed, *P < 0.05 and **P < 0.01. Values are mean ± SEM. 84–113 dendrites from 5 mice/group were analyzed. Scale bar representative neuron: 25 microns. Scale bar representative dendrites: 2 microns.

First, body weight of the four groups of mice were indistinguishable (Supplementary Fig. 3) as well as their appearance (data not shown) indicating no gross affectation of the mice health due to this experimental approach. Next, evaluation of the open field data also indicated that all groups of mice displayed normal anxiety-like levels as well as unaffected locomotor activity and exploration when compared with the vehicle group (Supplementary Fig. 4). In the NORT, all groups of mice displayed normal recognition memory skills determined by several parameters such as the Discrimination Index, total time exploring the objects and number of nose pokes (Fig. 4b). Finally, in the T-Maze test, both Vehicle and Control groups showed increased preference to explore the new arm as evaluated using several parameters such as time exploring the new arm, number of times entering the new arm as well as distance travelled in the new arm (Fig. 4c). However, both groups that received the sRNAs from patients with schizophrenia (Pool 1 and Pool 2 groups) showed a clear and consistent impaired performance as observed in all parameters evaluated (Fig. 4c). Since mouse hippocampal-related cognitive skills seem to be susceptible to sRNAs from patients with schizophrenia, we next evaluated micro-structural synaptic plasticity in their hippocampi (Fig. 4a). To do so we quantified the spine density in the apical dendrites of CA1 pyramidal neurons (Fig. 4d). Interestingly, no differences were observed between Vehicle and Control groups suggesting no affectations by the mere fact of injecting sRNAs in the mouse hippocampus (Fig. 4d). In contrast, Pool 1 and Pool 2 groups both showed a significant reduction of spine density in apical dendrites of CA1 pyramidal neurons when compared with the Control group (Fig. 4d). Moreover, sRNAs injection at the desired coordinates (Supplementary Fig. 5a) was confirmed in hippocampal sections stained with DAPI (Supplementary Fig. 5b). Since we did not find any significant differences in the behavior and the spine density between the Vehicle and Control mice, for downstream analyses we decided to focus on the comparison between mice receiving the sRNAs from Control individuals and sRNAs from Pool 1 and Pool 2 of patients.

Altogether, these results indicated that injecting sRNAs in the mouse hippocampus following our protocol is not toxic per se and that sRNAs from patients with schizophrenia induce specific spatial memory deficits with associated changes on structural synaptic plasticity.

### Small RNAs from patients with schizophrenia induce alterations in the expression pattern of hippocampal synaptotagmin II, mirroring molecular changes present in the brain of these patients

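RNA was sequenced from the hippocampus of 20 mice, 5 in each of the 4 groups. Vehicle mice received artificial cerebrospinal fluid, Control mice received sRNAs pooled from 9 control individuals, and Pool 1 and Pool 2 mice received sRNAs pooled from 10 patients each. Each mouse received 2 bilateral infusions of 2 µL, 48 hours apart, with sRNAs at 0.24 µg/µL, and the brain tissue dates from 24 hours past the final test of behaviour. The paper names the hippocampus as the tissue and 3 to 4 months as the age, whereas the sample labels name CA1 tissue and 4 months. The libraries were stranded and selected for polyadenylated RNA, so RNAs without a poly(A) tail are measured only as far as they escaped that selection. The authors aligned single-end reads to the mouse genome (GRCm38) with STAR, counted reads per gene, and deposited the raw counts of 25190 genes without normalization. The smallest total of a gene over the 20 libraries was 10, so the filter on raw counts that the paper describes is already in the values. The total count per library ranged from 20588280 to 25142848 in Vehicle mice (median 23320901), from 21928988 to 25543939 in Control mice (median 22446759), from 21351170 to 25314679 in Pool 1 mice (median 23722233) and from 21562625 to 25100519 in Pool 2 mice (median 23435030). No pair of replicates was a repeat of 1 library, since their counts differed by 9.08 to 75.2 times the sampling noise (chi-square per degree of freedom).

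The paper gives no number of mice for the sequencing. Its Supplementary Table 6 lists a mean normalized count for each gene, and among 1351 sets of libraries tried, the set without Vehicle replicate 4 and Pool 2 replicate 1 gave that mean for 100% of the 1477 genes listed, against 7.11% for the next best set and 2.03% for all 20 libraries. The paper gives no reason for leaving out these libraries, which held 23365377 and 21562625 counts. Values are therefore given over the 18 libraries of the paper (4 Vehicle, 5 Control, 5 Pool 1 and 4 Pool 2 mice) and then over all 20. The paper tested the genes with DESeq2. Here the counts were normalized for library size by the TMM method and compared with edgeR's quasi-likelihood test in 1 fit of the 4 groups, which share 1 estimate of the spread, with Benjamini-Hochberg adjustment over the 25190 genes. The estimate was robust to genes of unusual spread, an option that had not been fixed before the data were examined and that matters for 1 gene named in the paper, Syt2. The paper's threshold was kept, an absolute log2 fold change of at least 0.3 and an unadjusted p-value under 0.05. Under this threshold, a simulated comparison without any difference between the groups gave 910 genes.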

Since we observed specific spatial memory deficits in mice injected with sRNAs from patients with schizophrenia, we then performed a broad characterization of the molecular changes taking place by subjecting the mice hippocampi to RNA sequencing.

First, we analyzed the DEGs in Pool 1 and Pool 2 mice compared to those mice receiving sRNAs from the Control group. 

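Over the 18 libraries of the paper, 373 genes were upregulated and 579 downregulated in Pool 1 mice compared with Control mice, and 852 genes were upregulated and 294 downregulated in Pool 2 mice. Over all 20 libraries, 374 genes were upregulated and 502 downregulated in Pool 1 mice, and 1311 were upregulated and 255 downregulated in Pool 2 mice. Over both sets, Pool 2 mice had more upregulated genes than Pool 1 mice and Pool 1 mice had more downregulated genes. The size of the first difference rested in part on 1 library, since leaving out Pool 2 replicate 1 alone lowered the upregulated genes of Pool 2 to 835. The other library that the paper did not use, Vehicle replicate 4, enters these comparisons only through the shared estimate of the spread. Of the 268 upregulated and 460 downregulated genes of Pool 1 in the paper's tables, 241 and 433 were past the threshold over the 18 libraries, as were 649 of the 675 upregulated and 200 of the 223 downregulated genes of Pool 2.

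No gene had an adjusted p-value under 0.05. Over the 18 libraries, the smallest adjusted p-value from edgeR's quasi-likelihood test was 0.533 in Pool 1 and 0.577 in Pool 2, with 1376 and 1311 genes at an unadjusted p-value under 0.05. Over all 20 libraries, the smallest was 0.421 in Pool 1 and 0.390 in Pool 2, with 1314 and 1939 genes at an unadjusted p-value under 0.05. In the paper's tables, 6 genes of Pool 1 and 12 genes of Pool 2 have an adjusted p-value under 0.05. A filter on low counts lowered the upregulated and the downregulated genes of both pools by over 1.5 times, and leaving out Control replicate 4 raised the downregulated genes to 768 in Pool 1 and 496 in Pool 2. The methods of the paper exclude genes with a mean normalized count under 10 from the list of differing genes. Here the same cutoff was applied before the test, over all 20 libraries. With it, 152 genes were upregulated and 259 downregulated in Pool 1 mice, and 838 and 124 in Pool 2 mice.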

As summarized in the volcano plots, we found a total of 268 and 675 upregulated genes in the hippocampus of Pool 1 and Pool 2 mice (Log2 Fold Change ≥ 0.3, *p*-value < 0.05), respectively (Fig. 5a); and a total of 460 and 223 downregulated genes in the Pool 1 and Pool 2 mice (Log2 Fold Change ≤ −0.3, *p*-value < 0.05), respectively (Fig. 5b) (Supplementary Table 6a–d).

**Fig. 5:**
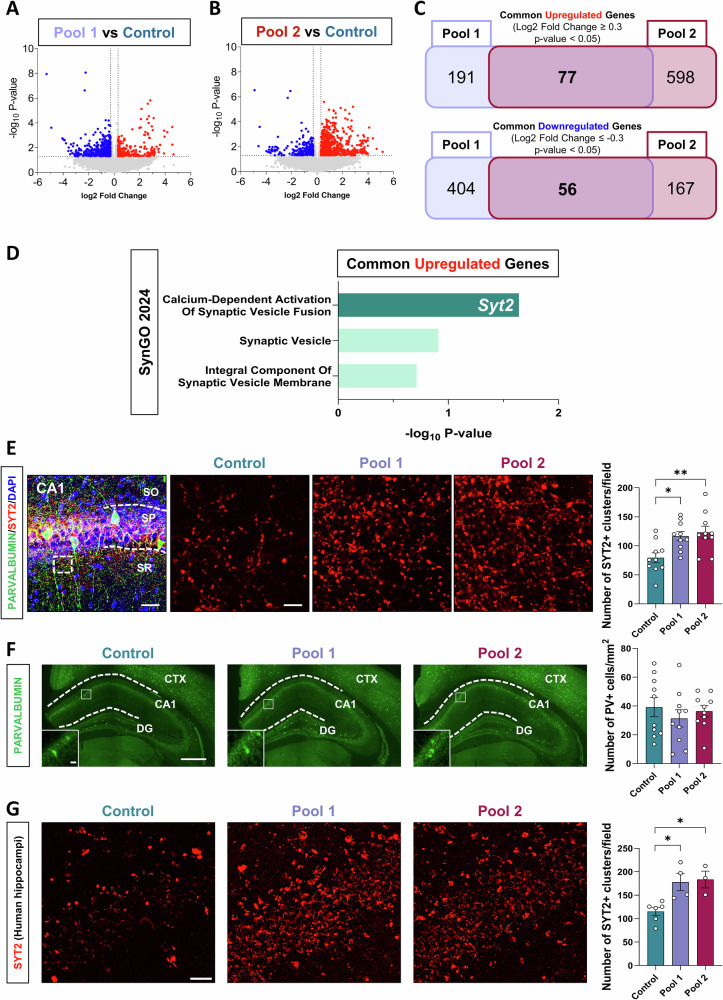
Molecular effects in mice mediated by intra-hippocampal infusion of sRNAs from *post-mortem* hippocampi of patients with schizophrenia and unaffected controls. RNA-seq analysis of the hippocampus of mice injected with sRNAs. Volcano plots constructed with DEGs in the hippocampus of Pool 1 vs Control (**A**) and Pool 2 vs Control (**B**) mice. Red dots highlight the significantly upregulated miRNAs (Log2 Fold Change ≥ 0.3, *p*-value < 0.05) while blue dots illustrate the downregulated miRNAs (Log2 Fold Change ≤ -0.3, *p*-value < 0.05). Venn diagrams showing the overlap between significantly upregulated and downregulated genes detected in both groups of mice injected with sRNAs from patients with schizophrenia (**C**). Screening thresholds used were Log2 Fold Change ≥ 0.3 and Log2 Fold Change ≤ -0.3, respectively; and *p*-value < 0.05for both Pool 1 and Pool 2 groups of mice. Gene ontology synaptic pathways and gene candidates associated to common upregulated genes in the hippocampus of Pool 1 and Pool 2 mice (**D**). Bar plot showing -log10 *p*-values of representative gene ontology synaptic pathways associated with the common upregulated genes (Log2 Fold Change ≥ 0.3, *p*-value < 0.05) in Pool 1 and Pool 2 groups of mice using SynGo 2024. Pathways with a significant p-value (p-value < 0.05) are depicted in dark green and associated candidate genes are indicated in white. Non-significant pathways (p-value ≥ 0.05) are depicted in light green. Characterization of hippocampal SYT2-positive pre-synaptic clusters of inhibitory synapses in mice injected with Control, Pool 1 or Pool 2 sRNAs (**E**). Left panel illustrates the number of SYT2-positive pre-synaptic clusters (in red) in the dorsal CA1 (as shown by the DAPI nuclei staining in blue) and colocalizing with parvalbumin (in green). White dashed square shows that SYT2-positive clusters were analyzed in the CA1 *stratum radiatum* (SR) of the three groups of treated mice (Control, Pool 1 and Pool 2 groups). SO *stratum oriens*. SP *stratum pyramidale*. Scale bars: 40 and 4 microns, respectively. Bar plot shows the number of SYT2-positive clusters/image in the three groups of mice (right panel, one-way ANOVA, F(_2,27_) = 6.653, *P* = 0.0045). Number of parvalbumin-positive cells (in green) were quantified in the dorsal CA1 of the three groups (**F**). In the left panels, representative images are depicted. Scale bar: 500 microns for tile scans and 25 microns for zoom ins. Quantification of parvalbumin cells was determined and relativized per area (right panel, one-way ANOVA, F(_2,27_) = 0.5038, *P* = 0.6098). CTX cortex, DG dentate gyrus. In (**E**, **F**), Tukey’s *post hoc* test was performed, *P < 0.05 and **P < 0.01. Values are mean ± SEM. At least two slices were analysed per mouse and *N* = 10 mice/group. Characterization of SYT2-positive clusters in the hippocampus of Control, Pool 1 and Pool 2 patients (**G**). Representative images illustrating the number of SYT2-positive clusters (in red) are depicted (scale bar: 30 microns). Bar plot shows the number of SYT2-positive clusters/image in each group of patients (right panel, one-way ANOVA, F(_2,10_) = 8.394, *P* = 0.0073). Tukey’s *post hoc* test was performed, *P < 0.05. Values are mean ± SEM. One slice per patient and at least two images per slice were analyzed. *N* = 3–6 patients/group.

Since spatial memory deficits and spine density loss were commonly observed in both Pool 1 and Pool 2 groups of mice (Fig. 4c, d), we focused our analysis on potential dysregulated genes that might be related to synaptic changes. Among the commonly 77 upregulated and 56 downregulated genes shared by both Pool 1 and Pool 2 mice (Fig. 5C) (Supplementary Table 7A, B), gene ontology analysis using the SynGO web server [18] allowed us to identify synaptotagmin II gene (*Syt2*) as a significant (*p*-value < 0.05) upregulated candidate gene related with calcium-dependent activation of synaptic vesicle fusion (Fig. 5D).

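Over the 18 libraries of the paper, 131 genes were upregulated and 71 downregulated in both pools, and over all 20 libraries 142 and 61 were. Both comparisons use the same Control mice, which produces shared genes without any effect. In 40 simulations of unchanged groups against shared Control libraries, the median number of genes upregulated in both pools was 96 for the 18 libraries, with a maximum of 128, and 108 for all 20, with a maximum of 139. For downregulated genes the median was 66 with a maximum of 85 for the 18 libraries, and 69.5 with a maximum of 86 for all 20. The upregulated genes in common lay above every simulation, by 3 genes in each set, whereas the downregulated genes in common lay within the simulated range. Both results depend on single Control libraries. Of all 20 libraries, leaving out Control replicate 4 gave 185 upregulated and 176 downregulated genes in common. The upregulated ones fell to 120 without Control replicate 2, and the downregulated ones to 36 without Control replicate 1. No simulation was made for these smaller sets. The simulated counterpart of Pool 2 had a median of 927 genes past the threshold for the 18 libraries and 898.5 for all 20, fewer than Pool 2 had, and a longer list by itself gives more genes in common. Of 100 splits of the same libraries, 16 gave as many upregulated genes in common in each set, so the excess does not set the pools apart from random groups. Across genes, which are not independent replicates, the log2 fold changes of the pools correlated. The r was 0.50 over the 18 libraries (simulated median 0.47, maximum 0.49) and 0.48 over all 20 (simulated median 0.50, maximum 0.52). This correlation was above the simulations only in the 18 libraries. The simulations drew each gene independently, whereas genes in real libraries can vary together. Their range is therefore too narrow to decide whether the pools share an effect, and no splits were made for r.

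Syt2 (ENSMUSG00000026452) is a protein-coding gene on the forward strand of chromosome 1, from 134646677 to 134762593 (GRCm38, GENCODE M21), with 4 annotated transcripts of 2 to 10 exons, 3 of them coding. Over the 18 libraries, its expression was 22.1 ± 2.80 CPM in Control mice (SD, n = 5), 31.3 ± 7.96 in Pool 1 mice (SD, n = 5) and 31.3 ± 11.9 in Pool 2 mice (SD, n = 4). The log2 fold change was 0.50 in Pool 1 mice (standard error 0.23, unadjusted p-value 0.0408, adjusted p-value 0.885 from edgeR's quasi-likelihood test) and 0.50 in Pool 2 mice (standard error 0.24, unadjusted p-value 0.0496, adjusted p-value 0.940). Over all 20 libraries, Pool 2 mice had 30.1 ± 10.7 CPM (SD, n = 5), and the log2 fold change was 0.50 in Pool 1 (standard error 0.22, unadjusted p-value 0.0356, adjusted p-value 0.917) and 0.45 in Pool 2 (standard error 0.22, unadjusted p-value 0.0583, adjusted p-value 0.674). Syt2 was therefore past the paper's threshold in both pools over the 18 libraries but only in Pool 1 over all 20. With the default estimate of the spread in place of the robust one, its unadjusted p-value in Pool 2 over all 20 libraries was 0.0435, and with DESeq2 it was 0.0433, both past the threshold. The libraries not used by the paper had 25.1 (Pool 2 replicate 1) and 21.6 (Vehicle replicate 4) CPM. Vehicle mice, which received no sRNAs, had 26.7 ± 7.24 CPM over all 5 mice and 28.0 ± 7.69 over the 4 that the paper used, between the Control mice and the pools.

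In an exact two-sided permutation test of single mice, Pool 1 and Control mice did not differ at p = 0.0873, nor did Pool 2 and Control mice at p = 0.0794 over either set of libraries, and in each pool 3 mice lay above all 5 Control mice. The result of Pool 2 rested on 1 mouse, replicate 5, which had 48.5 CPM. Without it the log2 fold change was 0.21. In Pool 1 it ranged from 0.41 to 0.63 when each mouse was left out in turn, and was past the threshold in only 4 of these 10 fits (3 of 10 in Pool 2). Pool 1 also lost the threshold with a correction for GC content and gene length (unadjusted p-value 0.0852), chosen after seeing the data, and with thalamus marker genes as a covariate (0.0624), a test of Syt2 set before. The replicate number as a block, set before the data were examined, took Pool 1 under the threshold too. So did a covariate for RNAs without a poly(A) tail, chosen after seeing the data. The log2 fold change of Pool 1 stayed near 0.50 with the block and with either covariate, and fell further with the correction. Of the 16 synaptotagmin genes measured, Syt15 was past the threshold in Pool 2 (0.69 over all 20 libraries, 0.70 over the 18), Syt6 was past it in Pool 2 over the 18 libraries only (0.38), and Syt9 was past it in both pools, lower in Pool 1 (log2 fold change −0.84) and higher in Pool 2 (0.83 over all 20 libraries, 1.01 over the 18). Adjusted over the list alone, no synaptotagmin gene passed 0.05 in either pool over all 20 libraries, and 2 genes in Pool 1 and 2 in Pool 2 had an unadjusted p-value under 0.05. The paper entered the genes shared by the pools into SynGO, an ontology of synaptic genes that is not used here, identifies Syt2 there as the candidate related with the calcium-dependent activation of synaptic vesicle fusion, and then examined its protein.

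**Figure D1:**
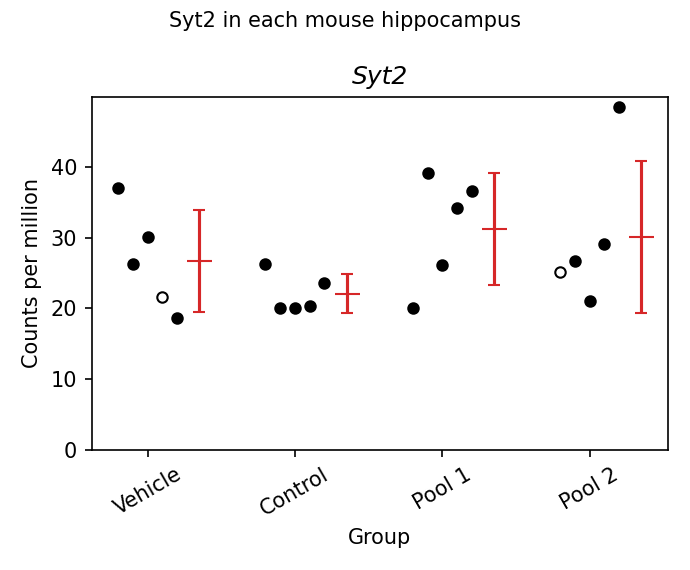
Expression of Syt2 as CPM (vertical axis) in each mouse of the 4 groups (horizontal axis). Each point is 1 mouse, open points are the 2 libraries that the paper did not use, and the red bar gives the mean and SD of all 5 mice. Control mice lie between 20.1 and 26.3, Pool 1 mice between 20.0 and 39.2 and Pool 2 mice between 21.0 and 48.5.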

We aimed to verify and further explore the changes in SYT2 protein expression by immunofluorescence in fixed hippocampal slices from mice of the three groups. It is noteworthy that SYT2 is a presynaptic marker for inhibitory projections coming from Parvalbumin interneurons [27, 28] and regulates the GABA release capacity of these synaptic terminals [29]. Therefore, using confocal microscopy we quantified SYT2-positive clusters in the *Stratum Radiatum* of the CA1 (Fig. 3c). The number of clusters was significantly increased in both Pool 1 and Pool 2 groups, when compared with Control group (Fig. 5E). These changes were independent of the total number of Parvalbumin interneurons in CA1 (Fig. 5F). Then, we wanted to validate whether those changes in the number of SYT2-positive clusters were also present in the hippocampus of patients used for sRNA extraction. Immunofluorescence of a representative number of patients from each group showed that schizophrenia patients from both Pool 1 and Pool 2 groups also had a significant increase in the number of clusters, compared with the Control individuals (Fig. 5G).

Since SYT2 levels can be linked to pathologies affecting the central nervous system [30], we believe its upregulation could explain, at least in part, the hippocampal related memory deficits observed in sRNA-schizophrenia injected mice and this approach might recapitulate some of the molecular changes that are present in the brain of patients with schizophrenia.

### Injection of small RNAs from patients with schizophrenia generates subtle but consistent changes in mouse hippocampal microglia

Bulk RNAseq analysis of mice hippocampi indicated no major changes in molecular profiles related with neuroinflammation or with glial function upon injection with sRNAs from patients with schizophrenia. However, since neuroinflammation has been suggested to participate in schizophrenia [31], we cannot rule out possible subtle changes in the state, morphology and/or function of astroglia and microglia since they are very fluent, heterogenous and complex [32, 33]. Thus, we performed a characterization of astroglia and microglia morphology following up a previously published pipeline established by our group [34]. 

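Genes of glia and neuroinflammation were tested as 6 lists of marker genes fixed before the data were examined (microglia, astrocytes, reactive astrocytes, inflammatory mediators, interferon response and oligodendrocytes), together 84 genes. Over the 18 libraries of the paper, none of the 84 genes was upregulated in Pool 1 mice and 3 were downregulated (Gfap, Lcn2 and Itgam), while in Pool 2 mice 6 were upregulated (Cd44, Steap4, Rsad2, Zbp1, Cxcl10 and Oas1a) and Il6 was downregulated. None passed an adjusted p-value of 0.05, adjusted over the list alone or over all genes tested, with 5 genes in Pool 1 and 7 in Pool 2 at an unadjusted p-value under 0.05. With all 20 libraries, 0 genes were upregulated and Gfap was downregulated in Pool 1, whereas 39 were upregulated and 0 downregulated in Pool 2. Of these, 7 passed 0.05 when adjusted over the list alone and 0 when adjusted over all genes, and 40 of the 84 had an unadjusted p-value under 0.05.

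As lists, tested with camera at a preset correlation between genes of 0.01, 4 of the 6 were lower in Pool 1 mice over the 18 libraries at an adjusted p-value under 0.05 (microglia, astrocytes, reactive astrocytes and inflammatory mediators) and 0 over all 20, where the smallest adjusted value was 0.0578. In Pool 2 mice, 2 were higher over the 18 libraries (reactive astrocytes and interferon response) and 5 over all 20, all but oligodendrocytes. None of these calls held with fry or with a correlation estimated from the data. The interferon response genes were higher in Pool 2 mice in all 20 of 20 genes in both sets of libraries, by a mean log2 difference of 0.45 over the 18 libraries and 0.87 over all 20 (exact two-sided permutation test of the mice, p = 0.0238 in both, for 1 of 6 lists tested).

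Gfap, which marks astrocytes, had 584 ± 142 CPM in Control mice (SD, n = 5), 417 ± 38.2 in Pool 1 mice (SD, n = 5) and 676 ± 143 in the 4 Pool 2 mice of the paper. Its log2 fold change was −0.49 in Pool 1 (adjusted p-value 0.885 over the 18 libraries and 0.917 over all 20 from edgeR's quasi-likelihood test; exact permutation test, p = 0.0159). In Pool 2 it was 0.21 over the 18 libraries, under the paper's threshold, and 0.49 over all 20, past it (adjusted p-values 0.958 and 0.603). Pool 2 replicate 1 alone had 1401 CPM, against 504 to 836 in the other 4 mice, and Vehicle replicate 4 had 361.9. Aif1, the gene of the microglial protein IBA1, had a log2 fold change of −0.37 in Pool 1 mice. In Pool 2 mice it was −0.06 over the 18 libraries and 0.78 over all 20, with opposite signs, and the adjusted p-value was 0.699 or more in each case. Pool 2 replicate 1 had 29.7 CPM of Aif1 against 4.59 to 8.00 in the other Pool 2 mice and 3.78 to 8.09 in Control mice, and Vehicle replicate 4 had 5.31.

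**Figure D2:**
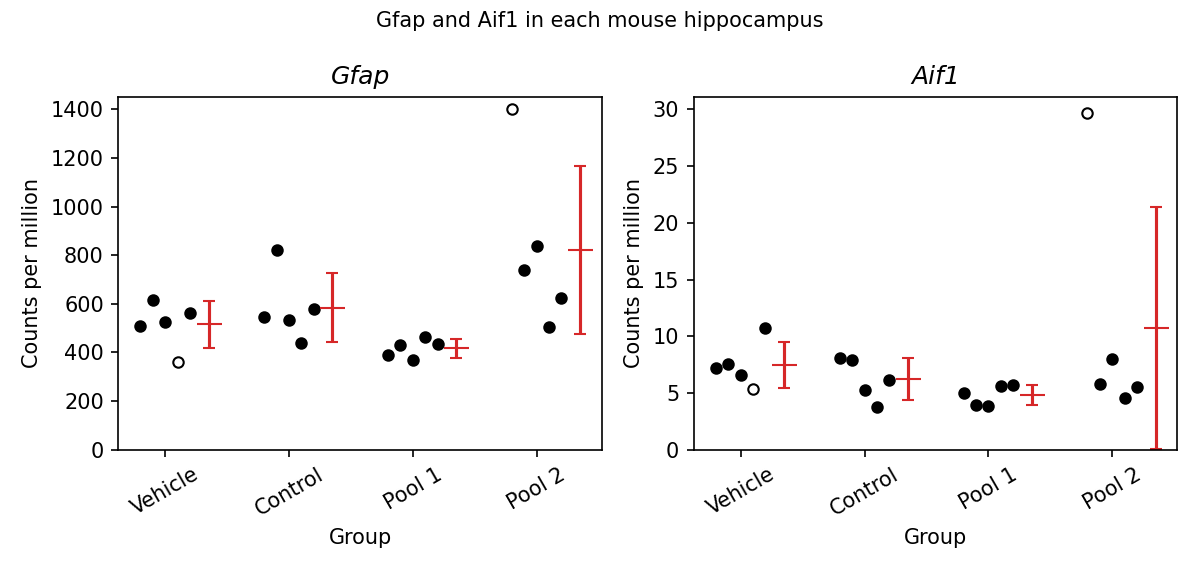
Expression of Gfap (left) and Aif1 (right) in CPM (vertical axes) in each mouse of the 4 groups (horizontal axes). Each point is 1 mouse, open points are the 2 libraries that the paper did not use, and red bars give the mean and SD of all 5 mice. Pool 2 replicate 1 is the highest point of both panels, at 1401 and 29.7.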

First, hippocampal levels of GFAP and IBA1 (both are classical markers for astrocytes and microglia respectively) were indistinguishable between Pool 1 and Pool 2 groups in respect to the Control group (Fig. 6a–c). Next, we evaluated the morphology of GFAP-positive astrocytes located in the *Stratum Radiatum* of the CA1 hippocampal region. We focused on the following parameters: area, perimeter, circularity, Feret’s diameter, aspect ratio, round and solidity (Fig. 6d). We found a subtle increase in solidity (less ramifications) only in Pool 2 astrocytes compared with the Control group. Similarly, we evaluated the same eight parameters in microglia also located in the *Stratum Radiatum* of the CA1 (Fig. 6e). Interestingly, we found subtle but consistent changes namely increased aspect ratio and decreased round in microglia from both groups, Pool 1 and Pool 2, when compared to the Control group (Fig. 6e). Altogether these results suggest that mouse microglia, although in a subtle way, react to the injection of sRNAs specifically coming from patients with schizophrenia increasing their polarization and elongation, while they remain apparently unaltered in the presence of sRNAs from healthy individuals.

**Fig. 6:**
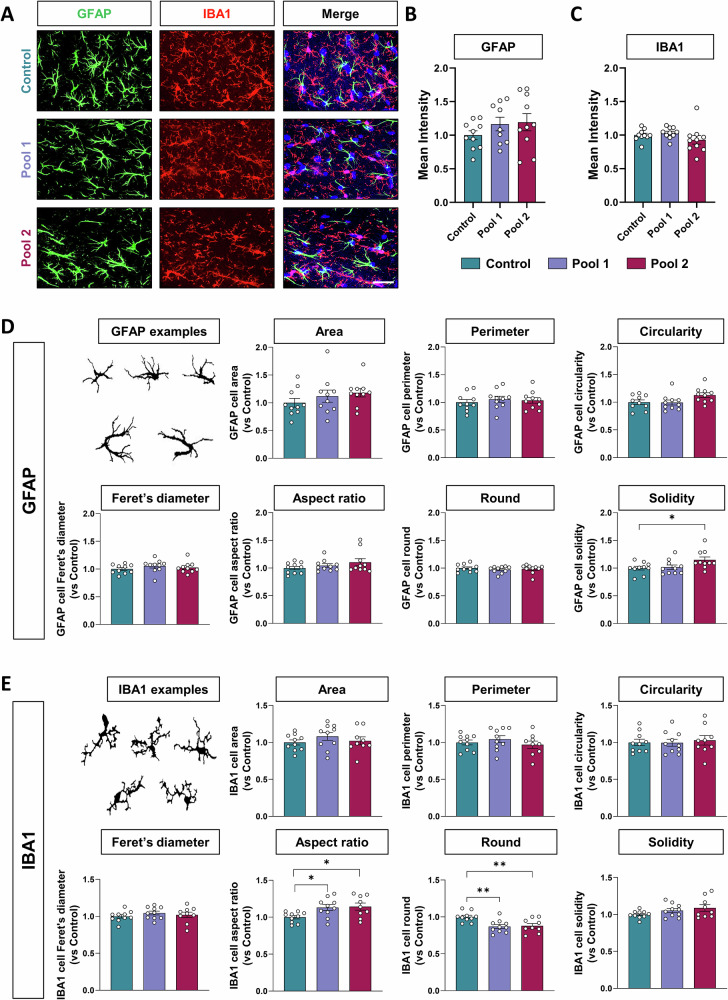
Effects of small RNA injection on mice hippocampal inflammatory markers. Representative images of GFAP staining (in green) and IBA1 (in red) co-stained with the nuclei marker DAPI (blue) in the *stratum radiatum* of the hippocampus in each group of mice (Control, Pool 1 and Pool 2) (**a**). Mean intensity (IOD) of GFAP-positive astrocytes (**b**) and IBA1-positive microglia (**c**) in the *stratum radiatum* of the hippocampus. Several cellular shape descriptors for astrocytes (**d**) and microglia (**e**) included by default in the FIJI software were analyzed and relativized to Control group: area, perimeter, circularity, Feret’s diameter, aspect ratio, round and solidity as well as some examples of different types of GFAP and IBA1-positive cells are also depicted. (GFAP solidity, one-way ANOVA, F(_2,27_) = 3.660, *P* = 0.0392; IBA1 aspect ratio, one-way ANOVA, F(_2,26_) = 4.408, *P* = 0.0225; IBA1 round, one-way ANOVA, F(_2,26_) = 7.389, *P* = 0.0029). Dunnet’s *post hoc* test comparing both Pool 1 and Pool 2 with Control mice was performed, *P < 0.05 and **P < 0.01. Values are mean ± SEM. At least two slices per mouse and two images per slice were analyzed. *N* = 9, 10 mice/group.

## Discussion

In this manuscript, we present for the first time how sRNAs isolated from *post-mortem* human hippocampi affected by schizophrenia impair specific declarative memory skills in mice, whereas sRNAs from control individuals do not. We identified several sRNA species that may substantially contribute to these deficits, and we describe how inhibitory presynaptic contacts of parvalbumin interneurons are particularly affected by these sRNAs from schizophrenia patients.

To date, broad changes in sRNA profiles in patients with schizophrenia have been largely descriptive and primarily focused on analyzing the levels of specific miRNAs in other brain regions different from the hippocampus and in circulating EVs isolated from plasma. Specifically, several sRNAs have been reported as altered in circulating EVs correlating with the severity of cognitive deficits [13]. Building on this, we have here evaluated whether sRNAs generated in the hippocampus of schizophrenia patients contribute to cognitive alterations.

We identified a range of differentially expressed sRNAs in patients with schizophrenia compared to control individuals. Although most of them corresponded to miRNAs, our analysis revealed for the first time alterations in other sRNA biotypes that might be of interest to the pathophysiology of the disorder. For instance, we found upregulated levels of tRNA-Ala-CGC and tRNA-Ala-TGC derived tRFs. Interestingly, both tRFs appear to be accumulated in the senescence-accelerated mouse prone 8 (SAMP8) model, which is used as a model of accelerated ageing and shows early learning and memory deficits [35]. This is particularly relevant, since life expectancy in schizophrenia is reduced up to 15 years [36].

Focusing on miRNAs, we observed that hsa-miR-10b-5p, hsa-miR-148a-3p, hsa-miR-148a-5p, hsa-miR-184, hsa-miR-1911-5p, hsa-miR-548av-5p, hsa-miR-548k, hsa-miR-577, and hsa-miR-607 were upregulated in the hippocampus of the two different pools of schizophrenia patients compared to controls. Among them, hsa-miR-148a-3p was also identified as one of the top contributors for separation in the third component of PCA, which provided a better discrimination between unaffected individuals and diseased patients. Remarkably, hsa-miR-148a-3p is enriched in neurons and increased levels of this miRNA have been found in plasma from patients with Alzheimer’s disease and a longitudinal mouse model for age-associated memory decline [37, 38]. Bath application of miR-148a-3p in mouse primary hippocampal neurons induced a decrease in spine density while injection of inhibitory oligonucleotides against this miRNA in the CA1 region of old mice was able to prevent hippocampal-dependent age-associated memory deficits [38]. Furthermore, hsa-miR-148a-5p has been associated with cognitive function in humans [39, 40].

Another potential candidate contributing to cognitive impairment would be hsa-miR-10b-5p. Perinatal adverse environments increase the levels of this miRNA [41]. Research in Huntington’s disease has also revealed increased levels of hsa-miR-10b-5p in the PFC of patients with comorbid psychiatric traits [40]. Moreover, the hsa-miR-184, has been shown to be altered in Major Depressive Disorder and correlated with memory impairment [42]. We also observed increased levels of hsa-miR-548k, which has been associated with cognitive impairment and Alzheimer’s disease [43] probably involving microglia-related dysfunctions [44, 45]. In a recent study [46], the authors sequenced sRNAs from the frontal cortex of schizophrenia patients and identified hsa-miR-99b-5p as a potential biomarker candidate. They demonstrated that inhibition of hsa-miR-99b-5p in the prefrontal cortex of mice induced alterations in the Pre-Pulse Inhibition (PPI) paradigm, a model for positive symptoms in schizophrenia [47]. As it could have been expected due to specific regional expression of miRNAs inside the brain, we did not observe changes in hsa-miR-99b-5p in the hippocampus. Nevertheless, we identified hsa-miR-99a-5p as one of the top contributors in the PCA. This miRNA has been linked to cognitive impairments related to reversal learning in mice [48]. Although differential expression of hsa-miR-99a-5p in the hippocampus of both pools of schizophrenia patients did not reach statistical significance, the fact that this miRNA shares the seed region with hsa-miR-99b-5p suggests that this family of miRNAs particularly enriched in the brain might be involved in different aspects of the disorder.

Our findings did not validate previously identified changes in circulating EVs, such as hsa-miR-486-5p and hsa-miR-1246 [13] or hsa-miR-379-3p, hsa-miR-1976, and hsa-miR-151a-5p [49], suggesting that plasma EVs may reflect alterations complementary to those occurring in the brain. Additionally, our study did not detect alterations in hsa-miR-137, a sRNA consistently associated to schizophrenia in GWAS studies that is altered in the prefrontal cortex [50, 51].

Taken together, our results, along with previous reports, suggest that sRNA profiles are unique across different tissues and brain regions, potentially playing complementary and distinct roles in the pathophysiology of the disorder. Remarkably, all the aforementioned species could play, at least in part, a substantial role in the spatial memory alterations observed in mice transduced with sRNAs from patients with schizophrenia.

In the present work we observed that isolated sRNAs from human hippocampi of patients with schizophrenia induced highly specific changes in some mouse declarative memory skills such as spatial memory, a cognitive ability described to be impaired in schizophrenia [52, 53], but not in recognition memory which is also widely reported to be altered in schizophrenia [54]. Interestingly, these variations were not accompanied by changes in other aspects of the mouse behavioural repertoire such as exploratory activity, anxiety-like behaviour, body weight changes, and others. Altogether, our results highlight the specificity of the impact of dysregulated hippocampal sRNAs in the regulation of spatial memory deficits. Given the reported roles of various schizophrenia-dysregulated sRNAs, the observed effects on specific cognitive domains are likely due to the combined action of multiple dysregulated sRNAs. Future studies using oligonucleotides to block the effects of individual sRNAs should help identify the main contributors.

Evaluating the impact of human sRNAs transduced into the mouse hippocampus, we found unanticipated changes in novel genes that might be relevant for the pathophysiology of the disease. Although we observed slight differences in the effects of Pool 1 and Pool 2 schizophrenia sRNAs on gene expression, reflecting the intrinsic biological diversity of the patients from whom the sRNAs were derived, we found that the protein synaptotagmin 2 (SYT2) is a potential direct or indirect molecular target of dysregulated sRNAs from these patients. 

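Compared directly with each other, Pool 2 and Pool 1 mice differed in 1247 genes past the threshold over the 18 libraries (985 higher and 262 lower in Pool 2) and in 1718 over all 20 (1426 higher and 292 lower). None of them passed an adjusted p-value of 0.05 from edgeR's quasi-likelihood test, the smallest being 0.0738 and 0.0896, while 1443 and 2146 had an unadjusted p-value under 0.05. With DESeq2, the test of the paper, genes did pass it in both sets of libraries, more than in either pool against Control mice. Of 100 splits of the Pool 1 and Pool 2 libraries, the real one included, 7 gave as many genes as the 1718. In opposite directions in the pools, 11 genes over the 18 libraries and 7 over all 20 were past the threshold. The shared Control mice by themselves make such genes few, and no simulation was made for this number. The number of genes that differed between the pools was larger than the number that either pool differed in from Control mice. The latter was, over all 20 libraries, 876 in Pool 1 and 1566 in Pool 2, and over the 18 libraries 952 and 1146. Syt2 did not differ between the pools (log2 fold change −0.05 over all 20 libraries and 0.00285 over the 18; exact permutation tests, p = 0.794 and p = 0.960). Of 12 genes and lists compared between the pools, Gfap, astrocytes, reactive astrocytes and inflammatory mediators were higher in Pool 2 over both sets of libraries in exact permutation tests (p = 0.00794 each, the smallest that these group sizes allow, and 0.0238 after adjustment over the 12 with all 20 libraries).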

*SYT2* is a relatively underexplored gene that is enriched in the brain [55], specifically in the presynaptic terminals of parvalbumin interneurons in both the cortex and hippocampus where it acts as a calcium sensor for fast release of neurotransmitters [27]. While there is some evidence regarding synaptotagmin 1 (SYT1) and its role in clathrin-mediated endocytosis in schizophrenia [56], no associations have been made to date between SYT2 and schizophrenia. Of note, SYT2 shares a high homology in terms of biochemical characteristics and functions with SYT1 [55]. Moreover, synaptotagmin 11 (SYT11), another member of the synaptotagmin family, has been identified as a potential genetic risk factor for schizophrenia [57]. Deficiency of SYT11 leads to excessive dopamine release in the striatum and PFC, which would contribute to positive and negative symptoms of schizophrenia, respectively [57]. SYT2 is involved in Ca^2+^-dependent neurotransmitter release in striatal neurons [55]. In fact, genetic deletion of *Syt2* has been shown to cause a significant increase in spontaneous neurotransmitter release [30]. Interestingly, we observed an increase in SYT2 levels in hippocampal parvalbumin interneurons following hippocampal transduction with sRNAs from patients and we showed that this increase in SYT2-positive clusters is also present in the hippocampus of these patients. This raises the possibility that synaptic vesicles loaded with inhibitory neurotransmitters (e.g., GABA) might be accumulating at the presynaptic boutons of these interneurons, reducing its release to regulate CA1 pyramidal neurons and contributing to their disinhibition and aberrant hyperactivity in the hippocampus. Supporting these ideas, parvalbumin interneurons have been extensively studied in the context of schizophrenia, where they are known to be impaired in generating and maintaining gamma-frequency cortical rhythms [58]. Gamma-frequency oscillations are crucial for complex cognitive functions, and in the dorsal hippocampus, they are key for spatial memory encoding and retrieval [59, 60]. Thus, we propose that alterations in hippocampal SYT2 levels in mice injected with sRNAs from schizophrenia patients reproduce some of the molecular phenotypes of the disease, impairing neural synchronization and/or the generation of gamma-frequency rhythms in mice and thereby hindering proper spatial memory acquisition (Fig. 7).

**Fig. 7:**
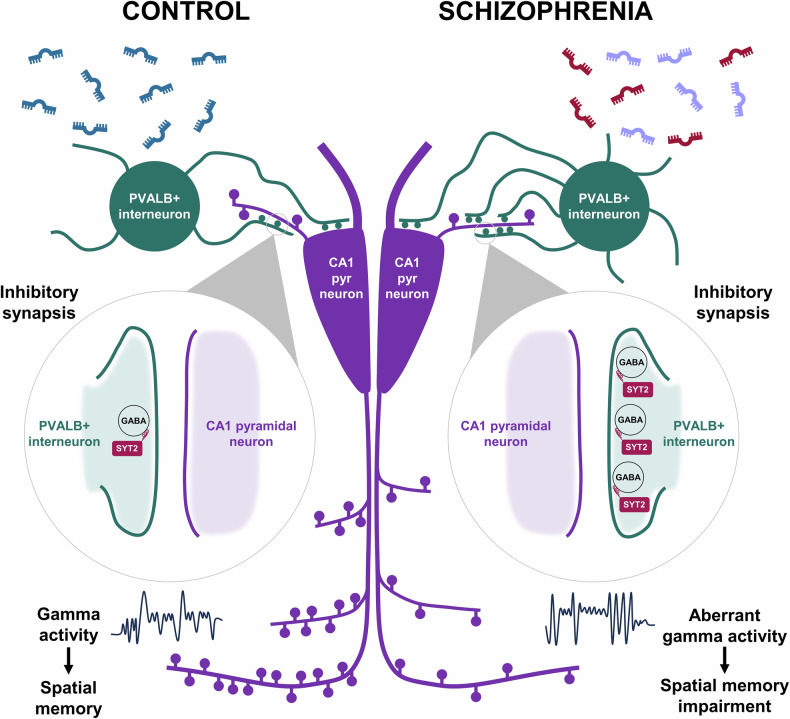
Schematic representation of potential molecular mechanisms underlying spatial memory impairment in schizophrenia due to dysregulated hippocampal small RNAs. In control individuals (left), healthy sRNA transcriptome allows the correct neurotransmission between parvalbumin-positive interneurons (dark green) and excitatory CA1 pyramidal neurons (purple) shown by the normal expression levels of SYT2 (magenta) at the inhibitory terminals of the interneurons. This excitatory/inhibitory balance mediates generation of gamma-frequency oscillations and proper spatial memory encoding and retrieval at a physiological level. In schizophrenia (right), aberrant sRNA transcriptome impairs synaptic transmission at the presynaptic buttons of inhibitory interneurons, generating an accumulation of synaptic vesicles loaded with inhibitory neurotransmitters (e.g., GABA) as shown by the higher number of SYT2-positive clusters. These deficits in inhibitory synaptic transmission between parvalbumin-positive interneurons and CA1 pyramidal cells lead to aberrant gamma activity and spatial memory impairment. PVALB parvalbumin, Pyr pyramidal.

We also observed a few alterations in microglial but not astroglial phenotypes in the hippocampus of mice injected with sRNAs from affected individuals. This aligns with the current understanding that schizophrenia is strongly associated with complex alterations in the immune system, both peripherally [61] and within the brain [62]. Indeed, sRNAs may play a role in these immune system changes [63]. In this context, sRNAs from the hippocampi of patients induced changes in microglial morphology, making them more elongated (increased aspect ratio) and polarized (less round). This altered profile may be linked to specific microglial phenotypes, such as aberrant and increased synaptic engulfment [64]. While we did not directly demonstrate this, such microglia-initiated synaptic engulfment could lead to the loss of spine density in CA1 pyramidal neurons—a mechanism already proposed in schizophrenia [65]. Additionally, such changes could be concomitant to the increased number of SYT2-positive presynaptic boutons on parvalbumin-positive interneurons. Future research should deepen these possibilities and the underlying molecular mechanisms.

Notwithstanding the relevance of our findings, our study has some limitations. Although our sample size is larger than previous studies using *post-mortem* tissue, we primarily used samples from male patients with schizophrenia and we could only include both male and female samples in the Control pool. Given the importance of gender-specific gene expression patterns that may influence the development and prevalence of different neuropsychiatric disorders [66], our approach could have introduced some variability and bias into our molecular analyses. Future experiments using sex-matched samples could help clarify sex differences in sRNA-regulated gene expression networks that may impact clinical manifestations of schizophrenia [67]. In fact, since men usually exhibit a more severe form of schizophrenia and poorer treatment response and outcomes, their cognitive performance might be expected to be more impaired than in women. This could be related to differences in their sRNA profiles that could be assessed with our approach. However, it is also important to note that evidence underlying these sex differences in the symptomatology of the disease remains inconclusive and inconsistent, with studies pointing in different directions [68, 69].

Moreover, while differences in antipsychotic exposure across patients may contributed to variability in hippocampal sRNA composition, the observation that two independently derived sRNA pools produced comparable cognitive impairments indicates that the sRNA effects are strong and convergent enough to generate similar phenotypic consequences.

Additionally, quality controls such as RIN values in some of the *post-mortem* samples were only moderately good. In terms of key sRNA candidates, our study did not identify a single, clear sRNA that plays a major role in the observed phenotypes which goes in line with the complexity of the underlying pathogenic mechanisms. Instead, we propose that a combination of several sRNAs may be required to induce the specific spatial memory deficits identified in our study.

In conclusion, this is the first demonstration that human sRNAs from schizophrenic brains are sufficient to influence higher-order cognitive functions, such as spatial memory, in the context of schizophrenia. Future studies should further investigate the role of these dysregulated sRNAs, considering both the diversity of sRNA profiles across different tissues and their specific roles in the disorder.

## Materials and methods

### Human small RNA isolation and preparation of small RNA pools

The use of human hippocampal frozen and fixed samples was approved by the local Ethical Committee of the University of Barcelona (Institutional Review Board IRB00003099. CER122306). Patient ID, age, sex, pathological diagnosis, *post-mortem* delay (PMD), Positive and Negative Syndrome Scale (PANSS), and treatment information are provided in Supplementary Table 1. Both the fixed and frozen tissues came from the same patients and from the same biobank.

For the hippocampal sRNA extraction and quality control, a total of 9 control and 20 schizophrenia samples were homogenized as described in [26]. Briefly, brain tissue was placed in QIAzol solution (QIAGEN, 79306) and lysed using a polytron, followed by RNA extraction using the miRNeasy mini kit (QIAGEN, 217004) according to the manufacturer’s instructions. All samples were eluted in 40 µL of RNAse-free water and total RNA quantity and quality were measured using a ND-1000 spectrophotometer (Thermo Fisher Scientific) and a TapeStation 4200 (Agilent), respectively. Most of the samples used for the experiments had an RNA integrity number (RIN) of 6 or higher. sRNA fractions were purified from total RNA using the RNA Clean & Concentrator^TM^-5 kit (Zymo Research; R1015).

Pools of sRNA samples were prepared using a total of 4.7 µg of sRNAs from each patient to reach a final concentration of 0.24 µg/µL. The 9 control patients were mixed into a Control Pool; whereas the 20 patients with schizophrenia were distributed into a Pool 1 and Pool 2 of sRNAs of 10 patients each to have two comparable groups in terms of symptomatology disease severity (total PANSS mean Pool 1 = 104.7 ± 29.01; total PANSS mean Pool 2 = 108.3 ± 40.78; Two-tailed t-test, *P* = 0.8612) and RNA quality (RIN mean Pool 1 = 6.49 ± 0.80; RIN mean Pool 2 = 6.55 ± 0.73; Two-tailed t-test, *P* = 0.8622) (Supplementary Table 2).

### Small RNA sequencing of human hippocampal samples

Sequencing libraries were prepared from hippocampal purified sRNAs in a representative subset of control individuals (N = 6) and schizophrenia patients (*N* = 12, 6 patients from each pool) using the NEBNext Small RNA Library Prep Set for Illumina (New England Biolabs), according to the manufacturer’s instructions. Individual libraries were subjected to quality analysis using a Bioanalyser 2100 (Agilent Technologies Inc.), and size selection (140–165 bp) was performed in 6% polyacrylamide gel, which corresponded to adapter-ligated constructs derived from the 21 and 30 nt RNA fragments, respectively. Indexed libraries were equimolarly pooled and sequenced in an HiSeq2500 (Illumina) and 50 nt single-end reads were produced.

### Small RNA sequencing data processing and analysis

The quality of the sequenced fastq files was checked using FastQC software (v0.12.1) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Adapter trimming was performed with Cutadapt [70] and the trimmed reads were aligned to the human genome (version Ensemble hg 19) using the STAR aligner (v2.7.9a) [71]. Quantification and annotation were performed with the SeqCluster [15] and ExceRpt [16] tools. To have a complete view of the sRNA transcriptome, including ribosomal RNA (rRNA) fragments and tRNA-derived fragments (tRFs) we used SeqCluster tool. SeqCluster uses a heuristic iterative algorithm to deal with multi-mapped events. Sequences are consistently and non-redundantly grouped if they map onto the same genomic site defining ‘clusters’ of co-expressed sRNAs. Clusters are then classified according to the type of precursor where sRNAs map, including rRNA-and tRF-clusters. On the other hand, during the pre-processing step, ExceRpt filters out highly abundant sRNAs mapping onto rRNAs and makes an oversimplification of the highly complex tRFs landscape by only considering the type of isoacceptor. We generated ExceRpt and SeqCluster count matrices with raw reads of each sRNA biotype in every sample. To detect outlier samples in the RNAseq analysis, we generated principal component analysis (PCA) plots with the normalized sRNAs sequence count matrix and we did not identify any outlier.

For downstream analyses, we considered RNAs with 10 or more reads in at least half of the samples. The R prcomp() function (R v4.3.2) was used for non-supervised multivariate analysis [72] and R packages tidyverse (v2.0.0) and ggfortify (v0.4.16) were used for multivariate analysis and generation of the PCA plots. Differential expression (DE) of the sRNAs between control and schizophrenia samples was performed using the negative binomial linear models implemented within the DESEq2 R/Bioconductor (v4.0.0) package [73]. Code is available from the corresponding authors upon reasonable request. Sequencing data has been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number (GSE325449).

To discover further possible implications of DE sRNAs in patients with schizophrenia and explore the functional roles of some of those DE miRNAs we used EnrichR (https://maayanlab.cloud/Enrichr/) [74], where we introduced the list of target genes available on the mirTarBase curated miRNA–target interactions database (https://mirtarbase.cuhk.edu.cn/~miRTarBase/miRTarBase_2022/php/index.php) [17]. Functional annotations for modules of interest were generated using the web server SynGO (https://www.syngoportal.org/) [18].

### Animals

All mice used in the experiments were 3 to 4-months-old wild-type males. The animals were housed with access to food and water *ad libitum* in a colony room kept at 19–22 °C and 40–60% humidity, under an inverted 12:12 h light/dark cycle (from 08:00 to 20:00). For all the experiments, C57BL/6JOlaHsd mice from Envigo were used. All animal procedures were approved by local and national committees [Universitat de Barcelona, CEEA (315/18) and Generalitat de Catalunya (DAAM 10141)], in accordance with the European Communities Council Directive (86/609/EU).

### Mouse stereotaxic surgeries and hippocampal infusion of human small RNA

Animals (*N* = 10 per experimental group) were stereotaxically injected with one of the following pooled sRNAs isolated from human *post-mortem* hippocampi: mice injected with sRNAs pooled from 9 control patients (Pool Control), mice injected with sRNAs pooled from 10 patients with schizophrenia (Pool 1) and mice injected with sRNAs pooled from a second cohort of other 10 patients with schizophrenia (Pool 2). Artificial cerebrospinal fluid (Tocris Bioscience, 3525) was used as a vehicle control in a fourth group of mice (Vehicle).

To implant the cannulas, mice were anaesthetized with isoflurane (2% induction, 1.5% maintenance) and 2% oxygen, and placed into a stereotaxic apparatus in a flat skull position. Body temperature was maintained constant during the intervention using a heating pad. Prior to surgery, a topical anaesthetic (EMLA) was applied to the surgical site. Stainless steel bilateral cannulas (26-gauge, Bilaney Consultants GmbH) were implanted in the CA1 of the dorsal hippocampus. Cannulas consisted in a horizontal plate containing two guide cannulas in which either dummy cannulas (without projection) or infusion cannulas (0.4 mm projection) could be introduced to reach the desired coordinates from the bregma (millimetres): anteroposterior, –2.0; mediolateral, ±1.5; and dorsoventral, −1.4. After surgery, all mice received a subcutaneous injection of meloxicam (Metacam, 0.2 mL of 2 mg/mL) for postoperative analgesia and were kept in a warm place until recovered from anaesthesia. One week after the surgery, two bilateral infusions of 2 µL of vehicle or sRNAs each at [0.24 µg/µL] separated by a time lapse of 48 hours between both injections were performed at 0.25 µL/min using an infusion pump in freely moving mice, following a similar experimental design as described elsewhere [26], which allowed the detection of both molecular and behavioural alterations. To ensure complete diffusion and avoid reflux, infusion cannulas were left in place for 5 minutes after the injection. Animals were subjected to different behavioural tasks 24 hours after the last infusion, and they were sacrificed by cervical dislocation 24 hours (for RNA extraction/immunofluorescence) or 5 days (for Golgi staining) after the last behavioural test.

### Behavioral tests

#### Novel object recognition test (NORT)

To study recognition memory, we used the NORT. Briefly, a grey square open-top arena of 40 × 40 × 40 cm (length, width and height, respectively) was used. Mice were first habituated to the arena (1 day, 20 min), also as an open field test. On day 2, two identical objects were placed on one side of the arena and mice were allowed to explore them for 10 min. Exploration was considered when the mouse was in contact with the object and sniffed it. 24 h later (day 3), one object was replaced for a new one and mice were allowed to explore the arena and the objects for 10 min. At the end of each trial, defecations were removed, and both the arena and the objects were cleaned with 30% ethanol. Animals were tracked and recorded with SMART junior v3.0 software (Panlab). Time exploring the new vs old object (%), number of nose pokes on the new vs old object (%), and Discrimination Index were analyzed. The object preference was determined by calculating the time spent (or number of nose pokes) in each object × 100/ total time spent in both objects (old and new); whereas Discrimination Index was calculated as (time exploring the new object – time exploring the old object) / total time spent in both objects (old and new).

#### T-maze test

To evaluate spatial short-term memory, we used a T-maze. Briefly, the apparatus used was a maze consisting of three arms, two of them situated at 180° from each other, and the third, representing the stem arm of the T, situated at 90° with respect to the other two. All arms were 45 cm long, 8 cm wide and enclosed by a 20 cm wall. Light intensity was 10-15 lux throughout the maze. Two identical guillotine doors were placed in the entry of the arms situated at 180°. The maze was elevated 60 cm above the floor. In the training trial, one arm was closed (novel arm) and mice were placed in the stem arm of the T (home arm) and allowed to explore this arm and the other available arm (familiar arm) for 10 min, after which they were returned to the home cage. After an inter-trial interval of 1 hour, mice were placed in the stem arm of the T-maze and allowed to freely explore all three arms for 5 min. At the end of each trial, defecations were removed, the apparatus was cleaned with 30% ethanol. Animals were tracked and recorded with Smart junior 3.0 software (Panlab). Distance, number of entries and time spent in the novel vs familiar arm (%) were analyzed. The arm preference was determined by calculating the time (or entries or distance) spent in each arm × 100/time (or entries or distance) spent in both arms (familiar and novel).

### Total RNA extraction from mouse hippocampal samples

For the hippocampal RNA extraction and quality control, mouse samples were homogenized in QIAzol solution (QIAGEN, 79306) and lysed using a polytron, followed by RNA extraction using the miRNeasy mini kit (QIAGEN, 217004) according to the manufacturer’s instructions. All samples were eluted in 40 µL of RNAse-free water and total RNA quantity and purity were measured using a ND-1000 spectrophotometer (Thermo Fisher Scientific). RNA integrity was assessed using a 2100 Bioanalyser (Agilent Technologies Inc.), according to manufacturers’ protocols. The average RIN value for our mouse samples was 8.5.

### RNA sequencing of mouse hippocampal samples

Libraries were prepared using the TruSeq Stranded mRNA Sample Prep kit v2 (RS-122-2101/2) according to the manufacturer’s protocol. Briefly, 500 ng of total RNA were used for poly(A)-mRNA selection using streptavidin-coated magnetic beads and were subsequently fragmented to ∼300 bp. cDNA was synthesized using reverse transcriptase (SuperScript II, Invitrogen, 18064-014) and random primers. The second strand of the cDNA incorporated dUTP in place of dTTP. Double-stranded DNA was further used for library preparation. dsDNA was subjected to A-tailing and ligation of the barcoded Truseq adapters. Library amplification was performed by PCR using the primer cocktail supplied in the kit. All purification steps were performed using AMPure XP beads. Final libraries were analysed using Fragment Analyser to estimate the quantity and check size distribution and were then quantified by qPCR using the KAPA Library Quantification kit (KK4835, KapaBiosystems) before amplification with Illumina’s cBot. Sequencing was performed using the HiSeq2500 equipment (Illumina), and 50 nt single-end reads were generated, using the v4 chemistry.

### RNA sequencing data processing and analysis

The quality of the sequencing data was checked using the FastQC software (v0.11.5). FastQC: a quality control tool for high throughput sequence data (available online at http://www.bioinformatics.babraham.ac.uk/projects/fastqc). An estimation of ribosomal RNA in the raw data was obtained using riboPicker (v0.4.3). Reads were aligned to the GENCODE version of the Mus musculus genome, release M20 (GRMm38/mm10 assembly) using the STAR mapper (v2.5.3a). The raw read counts per gene was also obtained using STAR (–quantMode TranscriptomeSAM GeneCounts option) and the GENCODE release M20 annotation (ftp://ftp.ebi.ac.uk/pub/databases/gencode/Gencode_mouse/release_M20/gencode.vM20.annotation.gtf.gz) [75]. The R/Bioconductor package DESeq2 (v1.22.2) [73] (R v3.5.0) was used to assess the differentially expressed genes (DEGs) between experimental groups, using the Wald statistical test and the False Discovery Rate for the p-value correction. Before the differential expression analysis, genes with the sum of raw counts across all samples below 10 were discarded, the library sizes were normalized using the default DeSeq2 method, and the read counts were log2 transformed. To exclude false positive genes, genes with low expression levels (baseMean < 10) were excluded from the list of DEGs. Sequencing data has been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number (GSE325450).

For the gene functional enrichment analysis and to discover further functional implications of those DEGs we used EnrichR (https://maayanlab.cloud/Enrichr/) [74]. Functional annotations for modules of interest were generated using the web server SynGO (https://www.syngoportal.org/) [18].

### Golgi staining and quantification

Animals were sacrificed, and half of the brain was obtained and kept in Golgi-Cox solution for 3 weeks. Then, 200 μm slices were obtained using a vibratome (Leica, VT 1000S) and processed as previously described [76]. Secondary dendrites from CA1 pyramidal neurons were photographed using a Widefield AF6000 Monochroma Camera Leica microscope. A maximum of 3 dendrites from the same neuron were taken. Z-stacks from 0.2 μm were obtained in a bright field and 63×/1.40 numerical aperture oil objective. Dendritic segments (average 40 μm) were traced with FIJI/ImageJ software, and spine density was quantified using the cell counter plugin. Around 84–113 dendrites were analyzed per condition. From each condition, 5 mice were quantified. Image analysis was performed blindly.

### Immunofluorescence

Mice were sacrificed and half of the brain was dissected out and maintained in 4% paraformaldehyde (PFA) 0.1 M for 5 days in agitation at 4 °C. After fixation, free-floating coronal sections (30 μm) were obtained using a vibratome (Leica, VT 1000S). Immunofluorescence was performed as previously described [34]. Briefly, brain sections were washed and incubated for 30 min in 50 mM NH_4_Cl followed by blocking and permeabilization for 1 hour in PBS-Triton X-100 with 0.02% sodium azide, 3% normal donkey serum (Jackson ImmunoResearch Europe Ltd., 017-000-121) and 0.2% bovine serum albumin (Sigma, A9647). For human tissue, an initial step for antigen retrieval incubating for 30 min at 80 °C with 10 mM Trisodium Citrate with 0.05% Tween-20 was included. Slices were incubated overnight by shaking at 4 °C with the following primary antibodies: Synaptotagmin 2 (1:500, Abcam, #ab154035), IBA1 (1:500, Abcam, #ab5076), GFAP (1:500, Dako, #Z0334) and Parvalbumin (1:1250, Swant, #PV27a). Sections were then incubated for 2 hours at room temperature with the specific fluorescent secondary AlexaFluor-488 anti-rabbit (Jackson Immunoresearch, #711-545-152) and Cy3 AffiniPure anti-goat and anti-mouse (Jackson Immunoresearch, #705-165-003 and #715-165-150 respectively). All secondary antibodies were diluted 1:200 in blocking solution. Finally, nuclei were stained for 10 min with 4′,6-diamidino-2- phenylindole (DAPI, Sigma-Aldrich, #D9542). No signal was detected in control sections incubated in the absence of the primary antibody.

### Image acquisition and analysis

Immunostained tissue sections (30-μm thick) containing the dorsal hippocampus were imaged using a Leica Confocal SP5-II (40×/1.25 numerical aperture or 63×/1.40 numerical aperture oil objectives, 5×digital zoom, 1-Airy unit pinhole). At least two slices per mouse were analyzed, and up to two representative hippocampal images were obtained from each slice. Seven frames were averaged per z-step throughout the study. Confocal z-stacks were taken at 1024×1024-pixel resolution every 2 μm. For human tissues, one slice per patient and at least two representative images per slice were analyzed. Estimation of the number of SYT2-positive puncta were quantified as previously described [77]. Quantification of shape parameters and mean grey value (mean intensity) in IBA1 and GFAP staining were determined as described elsewhere [34].

### Statistics

Results obtained from the behavior, Golgi staining and immunofluorescence were analyzed using GraphPad Prism software version 10.0 (License ID75521). Data were represented as mean ± standard error of the mean (SEM). Sample sizes were determined by using power calculations: 0.05 alpha value, 1 estimated sigma value, and 75% of power detection. All mice bred for the experiments were used for pre-planned experiments and randomized to experimental groups. Outliers were identified with the ROUT method. Data distribution was analyzed by applying the Shapiro-Wilk normality test. As indicated in the figure legends, for multi-component variables comparison one-way ANOVA followed by Tukey’s or Dunnet’s *post hoc* tests, and two-way ANOVA followed by Bonferroni’s *post hoc* test were employed. A 95% confidence interval was used and a *p*-value < 0.05 was considered significant. The number of samples (N) and p-values are specified in each figure legend.

## Supplementary information

Supplementary figures and tables

## Data Availability

Sequencing data has been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number (GSE325449). Rest of data and materials will be made available upon reasonable request.

# Supplementary material for: Hippocampal small RNAs from patients with schizophrenia induce specific cognitive and neural phenotypes in mice
**Source:** Cell Death Discov. 2026 May 25;12:315. doi: 10.1038/s41420-026-03166-z
**Supplement:** Supplementary file 1 — Supplementary figures and tables

**
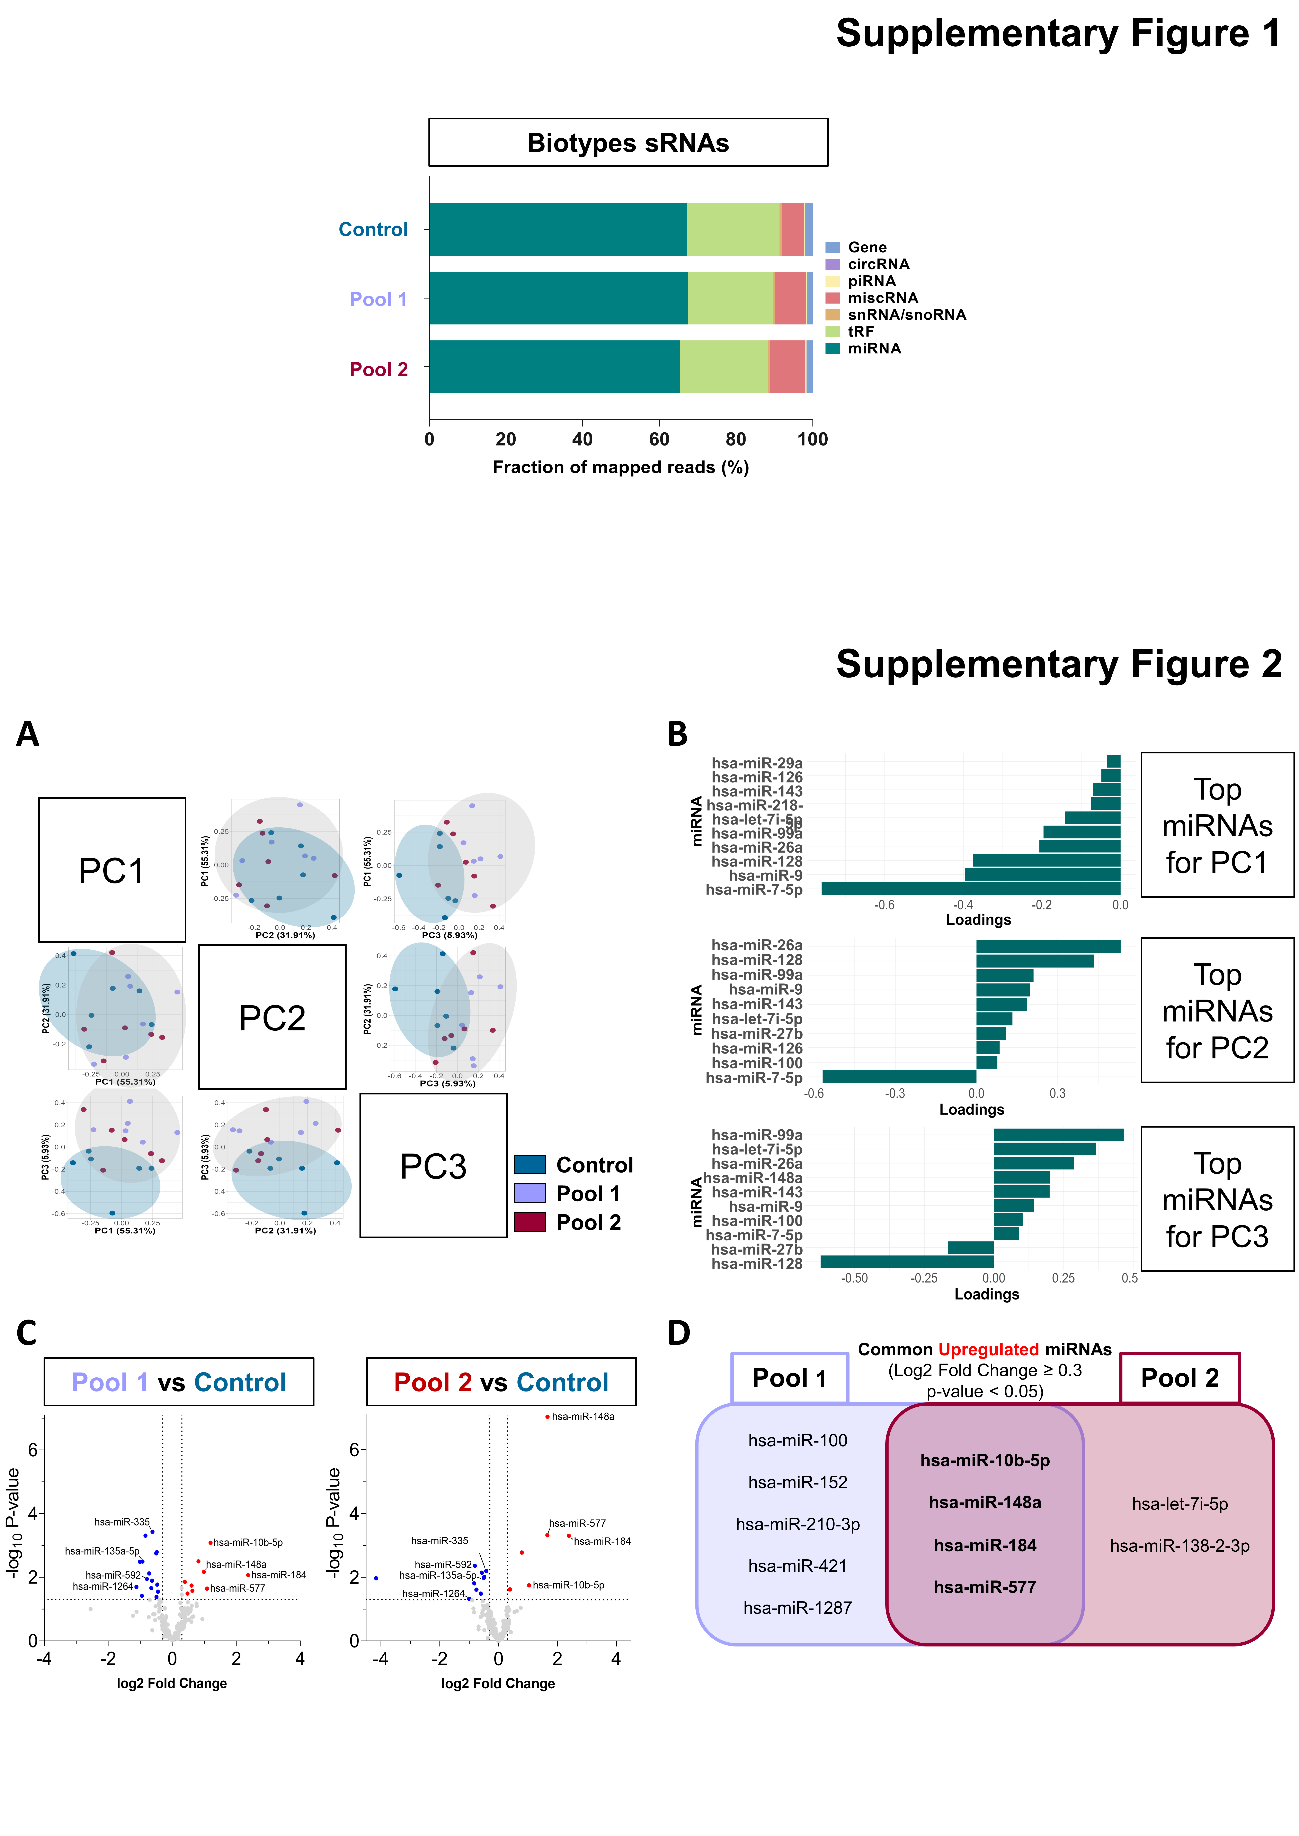
**

**Supplementary Figure 1: Characterization of small RNAs from *post-mortem* hippocampi of patients with schizophrenia and unaffected controls using ExceRpt annotation tool.**

sRNAs’ biotypes using ExceRpt tool are shown. Fraction of mapped reads in each sRNA pool (Control, Pool 1 and Pool 2) annotating onto the different sRNA biotypes identified with ExceRpt (N = 6 patients/pool). miRNA = microRNAs. tRF = tRNA-derived fragments. snRNA/snoRNA = small nuclear/nucleolar RNAs. miscRNA = miscellaneous RNA. piRNA = Piwi-interacting RNA. circRNA = circular RNA. Gene = gene fragments.

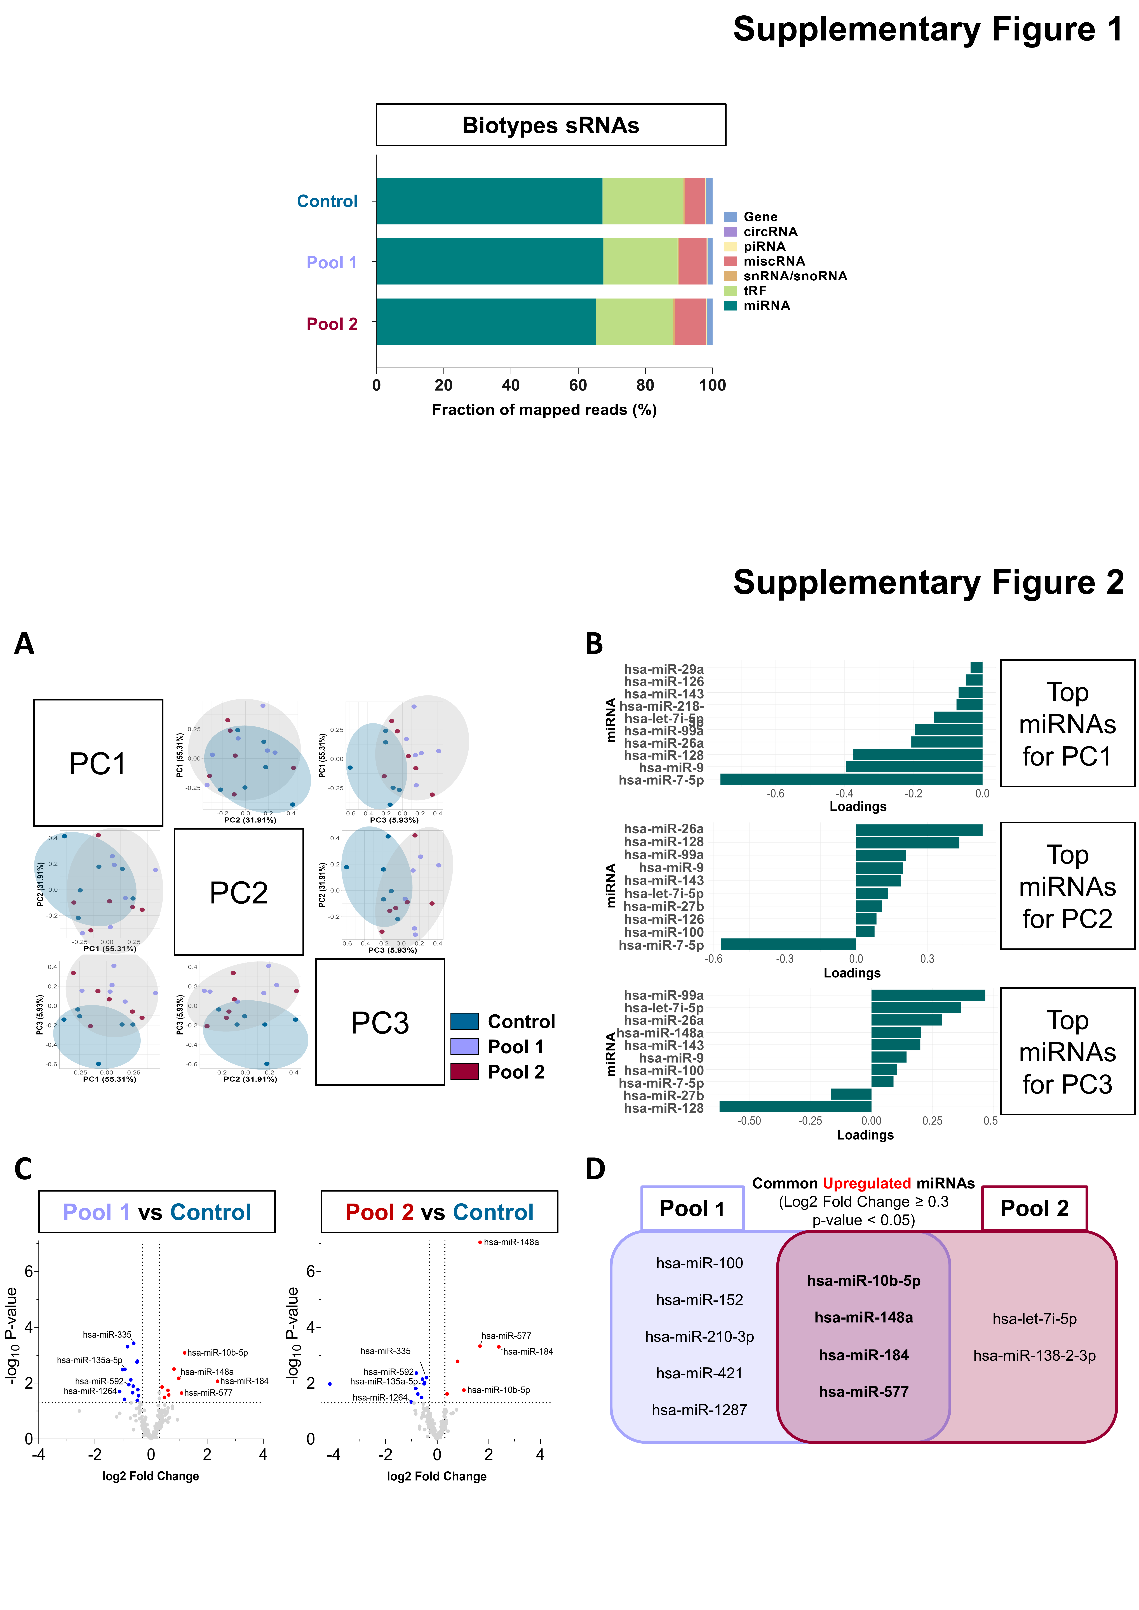

**Supplementary Figure 2: Characterization of microRNAs from *post-mortem* hippocampi of patients with schizophrenia and unaffected controls using SeqCluster annotation tool.**

miRNA PCA plots (**a**). PCA plots constructed with the matrix of counts of only miRNAs obtained using SeqCluster tool and combining the first three components that account for more than 90% of the variance explained (N = 6 patients/pool). miRNA PC loadings (**b**). PC loadings of the top 10 miRNAs species contributing to the separation of control and schizophrenia samples in each of the three components. DE miRNAs in the hippocampus of schizophrenia compared to control individuals (**c**). Volcano plots constructed with the DE miRNAs of Pool 1 and Pool 2 vs Control using the miRNA matrix of counts obtained with SeqCluster. Red dots highlight the significantly upregulated miRNAs (Log2 Fold Change ≥ 0.3, p-value < 0.05) and blue dots illustrate the downregulated miRNAs (Log2 Fold Change ≤ -0.3, p-value < 0.05). Dots representing illustrative miRNA species are labelled. Venn diagram showing the overlap between significantly upregulated miRNAs detected in both pools of patients with schizophrenia (**d**). Screening threshold used was Log2 Fold Change ≥ 0.3 and p-value < 0.05 for both Pool 1 and Pool 2 groups of patients.

**
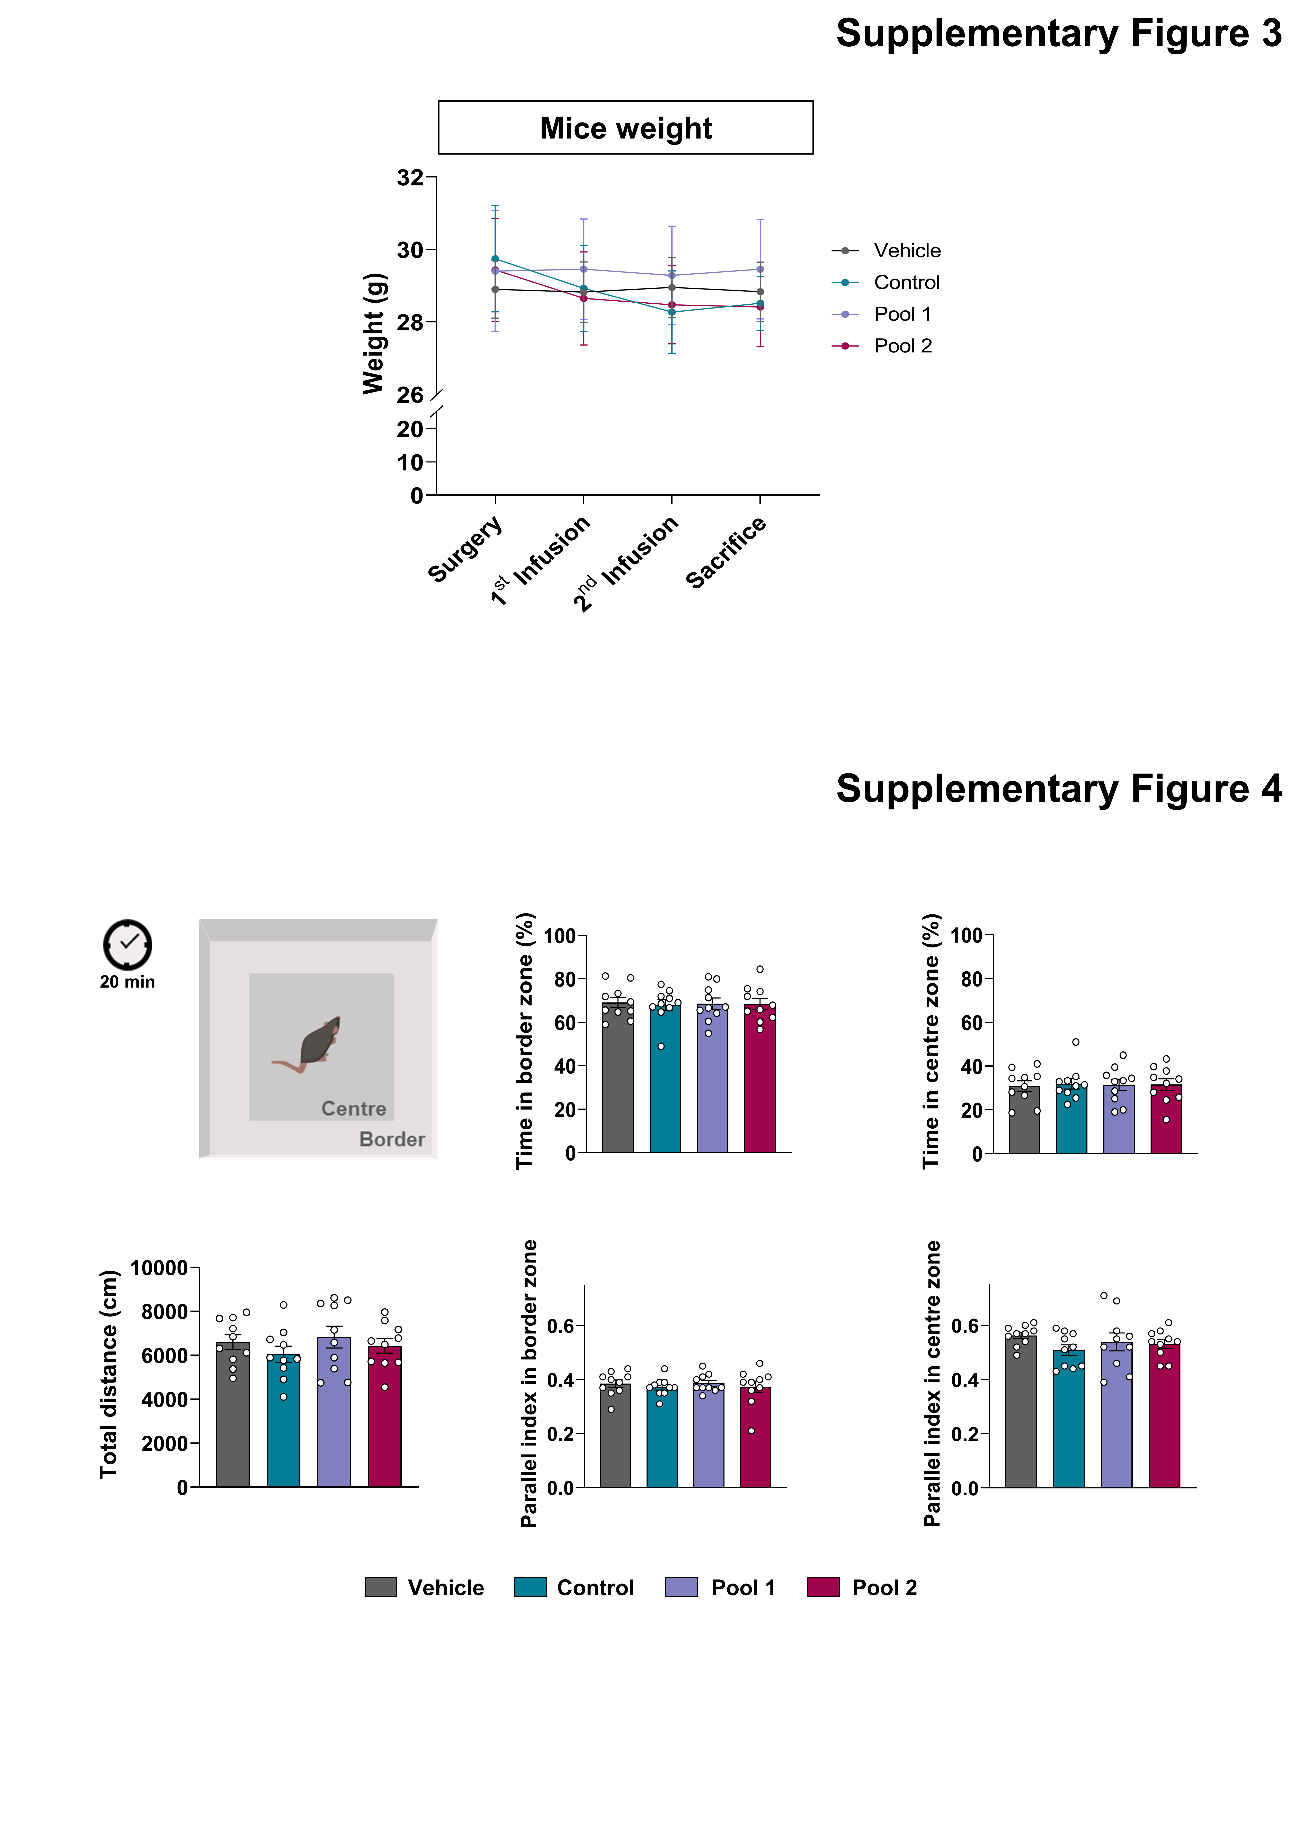
**

**Supplementary Figure 3: Effects of the injection of small RNAs on mice body weight.**

Dot plot with connecting line shows no significant changes in the mean body weight of mice between the different experimental groups (Vehicle, Control, Pool 1 and Pool 2) during the experimental procedure (at surgery, first infusion of sRNAs, second infusion of sRNAs and day of sacrifice) (two-way ANOVA, group effect F(_3,27_)=0.06349, P=0.9787; interaction effect F(_9,81_)=1.159, P=0.3327). Bonferroni’s *post hoc* test was performed, and values are mean ± SEM. N = 7-9 mice/group.

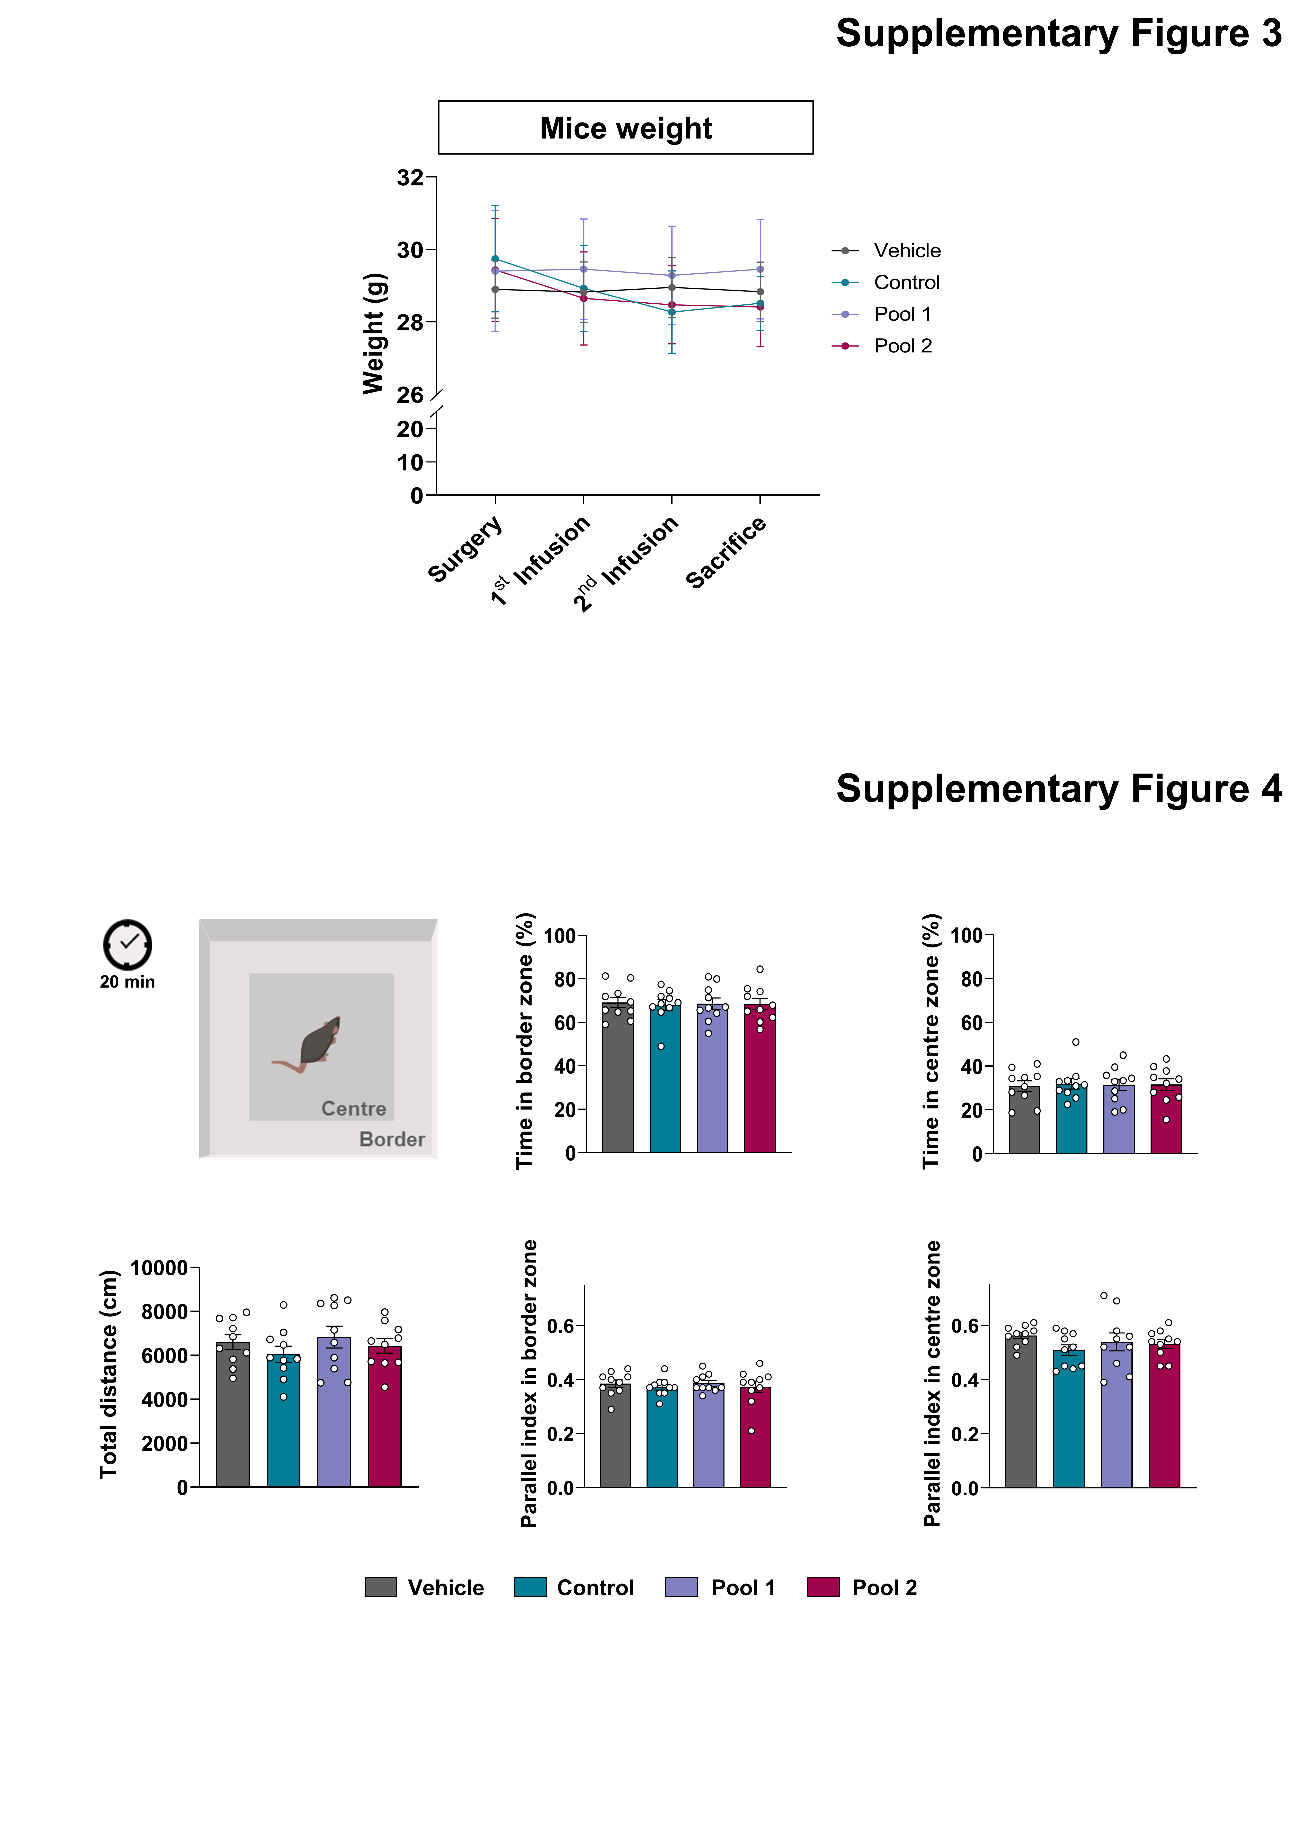

**Supplementary Figure 4: Behavioral effects on the open field test after intra-hippocampal injection of small RNAs from *post-mortem* hippocampi of patients with schizophrenia and unaffected controls.**

Results from the open field test to assess anxiety-like levels as well as locomotor activity and exploration in mice. Two parameters measuring anxiety-like levels were analysed: percentage of time in border zone (one-way ANOVA, F(_3,36_)=0.03375, P=0.9915) and percentage of time in centre zone (one-way ANOVA, F(_3,36_)=0.03375, P=0.9915). Three parameters assessing locomotor activity and navigation of the mice were analysed: total distance (one-way ANOVA, F(_3,36_)=0.7305, P=0.5406), parallel index in border zone (one-way ANOVA, F(_3,36_)=0.2561, P=0.8565) and parallel index in centre zone (one-way ANOVA, F(_3,36_)=1.032, P=0.3898). Tukey’s *post hoc* test was performed and values are mean ± SEM. N = 10 mice/group.

**
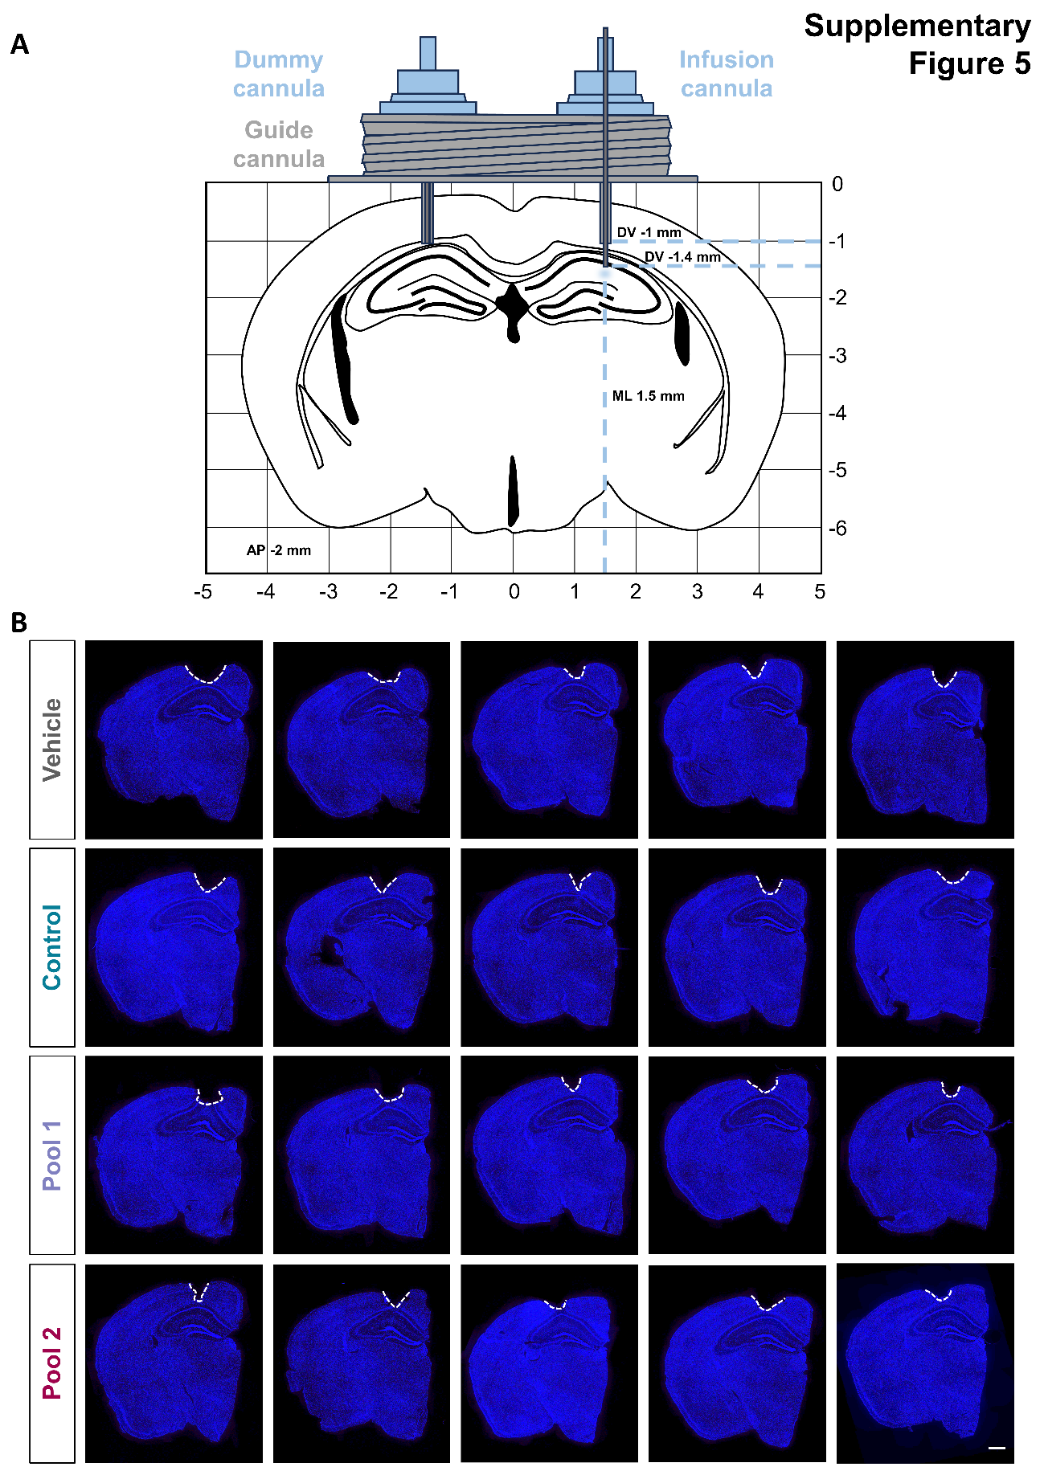
**

**Supplementary Figure 5: Intra-hippocampal injection of small RNAs using cannulas located at the CA1 region.**

Schematic representation of a hippocampal bilateral cannula implanted in the mouse brain (**a**). Specific coordinates of implantation of the guide cannula into CA1 hippocampal region with a dummy cannula (left) and an infusion cannula (right) are detailed. AP = anteroposterior. DV = dorsoventral. ML = mediolateral. Representative hippocampal sections stained with DAPI are depicted (N = 5 mice/group) (**b**). White dotted lines show correct implantation of the cannulas for sRNAs injection at the desired CA1 coordinates. Scale bar: 500 microns.

**Supplementary Table 1. Human *post-mortem* hippocampal samples**. For each subject, information details about age, sex, pathological diagnosis, *post-mortem* delay (PMD), Positive and Negative Syndrome Scale (PANSS) and treatment information are provided.

**Supplementary Table 2. Human RNA samples used for sRNA isolation and mouse hippocampal infusions**. For each subject, pathological diagnosis, RNA Integrity Number (RIN) and their distribution in the different Pools are detailed.

| ID | Pathological diagnosis | RIN | Pool |
| --- | --- | --- | --- |
| 1557 | Control | 5.8 | Control |
| 1679 | Control | 6 | Control |
| 1818 | Control | 4.8 | Control |
| 1858 | Control | 6.5 | Control |
| 1870 | Control | 5.9 | Control |
| 1888 | Control | 6.8 | Control |
| 1937 | Control | 5.2 | Control |
| 1949 | Control | 6.2 | Control |
| 2193 | Control | 5.1 | Control |
| 026 | Schizophrenia | 5.5 | Pool 1 |
| 027 | Schizophrenia | 7.1 | Pool 1 |
| 031 | Schizophrenia | 6.2 | Pool 1 |
| 038 | Schizophrenia | 7.5 | Pool 1 |
| 046 | Schizophrenia | 6.5 | Pool 1 |
| 048 | Schizophrenia | 6.6 | Pool 1 |
| 074 | Schizophrenia | 5.7 | Pool 1 |
| 084 | Schizophrenia | 5.3 | Pool 1 |
| 087 | Schizophrenia | 7.1 | Pool 1 |
| 097 | Schizophrenia | 7.4 | Pool 1 |
| 001 | Schizophrenia | 5.3 | Pool 2 |
| 028 | Schizophrenia | 6.8 | Pool 2 |
| 044 | Schizophrenia | 7 | Pool 2 |
| 056 | Schizophrenia | 7.3 | Pool 2 |
| 069 | Schizophrenia | 7.1 | Pool 2 |
| 077 | Schizophrenia | 6.1 | Pool 2 |
| 091 | Schizophrenia | 6.4 | Pool 2 |
| 092 | Schizophrenia | 6.4 | Pool 2 |
| 100 | Schizophrenia | 7.5 | Pool 2 |
| 117 | Schizophrenia | 5.6 | Pool 2 |

**Supplementary Table 3A. Dysregulated sRNAs in Pool 1 vs Control patients (Log2 Fold Change ≥ 0.3 and ≤ -0.3, p-value < 0.05) using SeqCluster annotation tool**.

**Supplementary Table 3B. Dysregulated sRNAs in Pool 2 vs Control patients (Log2 Fold Change ≥ 0.3 and ≤ -0.3, p-value < 0.05) using SeqCluster annotation tool**.

| Annotation | Chromosomal location | Biotype | baseMean | log2FC | pvalue | padj |
| --- | --- | --- | --- | --- | --- | --- |
| hsa-miR-148a | chr7-25949919-25949981 | miRNA | 87835.59 | 1.65 | 2.53E-05 | 0.0166 |
| Intergenic | chrM-7541-7669 | Intergenic | 77.10 | -2.69 | 0.0004 | 0.1400 |
| Intergenic | chrM-5618-5879 | Intergenic | 1263.18 | -0.95 | 0.0007 | 0.1606 |
| hsa-miR-184 | chr15-79209839-79209861 | miRNA | 836.70 | 2.40 | 0.0011 | 0.1806 |
| hsa-miR-335 | chr7-130496125-130496182 | miRNA | 1919.51 | -0.44 | 0.0017 | 0.1806 |
| hsa-miR-577 | chr4-114656772-114656832 | miRNA | 364.94 | 1.69 | 0.0019 | 0.1806 |
| hsa-miR-372-3p | chr19-53787930-53787952 | miRNA | 75.37 | -4.29 | 0.0019 | 0.1806 |
| hsa-miR-138-2-3p | chr16-56858573-56858595 | miRNA | 114.88 | 0.77 | 0.0031 | 0.2426 |
| tRNA-Ala-CGC | chr2-156400768-156400792 | tRF | 129.26 | 1.87 | 0.0033 | 0.2426 |
| Intergenic | chrM-15885-16064 | Intergenic | 788.50 | -1.27 | 0.0058 | 0.3847 |
| VTRNA1-1 | chr5-140711273-140711373 | Gene | 179.39 | -1.16 | 0.0068 | 0.4084 |
| hsa-miR-592 | chr7-127058145-127058169 | miRNA | 195.31 | -0.83 | 0.0086 | 0.4722 |
| tRNA-Pro | chr16-3184129-3184204 | tRF | 2071.30 | 1.53 | 0.0097 | 0.4914 |
| Intergenic | chrM-5900-5925 | Intergenic | 371.96 | 0.90 | 0.0106 | 0.4978 |
| Intergenic | chrM-12146-12336 | Intergenic | 9569.21 | -0.39 | 0.0124 | 0.5456 |
| LTR | chr13-37683202-37683221 | Repeat | 871.49 | 0.43 | 0.0137 | 0.5643 |
| hsa-miR-760 | chr1-93846878-93846897 | miRNA | 268.96 | -0.59 | 0.0151 | 0.5845 |
| RN7SK | chr6-52995621-52995707 | Repeat | 87.41 | -0.77 | 0.0160 | 0.5862 |
| Intergenic | chrM-2331-2378 | Intergenic | 24.64 | 1.36 | 0.0187 | 0.6127 |
| scRNA | chr1-23370253-23370285 | miscRNA | 1075.55 | 1.22 | 0.0188 | 0.6127 |
| hsa-miR-10b-5p | chr2-176150328-176150350 | miRNA | 62.18 | 1.06 | 0.0198 | 0.6127 |
| hsa-miR-874 | chr5-137647579-137647640 | miRNA | 1685.04 | -0.51 | 0.0205 | 0.6127 |
| KIAA0825 | chrM-14644-14742 | Gene | 2800.67 | -1.01 | 0.0223 | 0.6352 |
| hsa-let-7i-5p | chr12-62603671-62603712 | miRNA | 271135.92 | 0.39 | 0.0240 | 0.6352 |
| scRNA | chr3-49270020-49270093 | miscRNA | 133.88 | 1.67 | 0.0241 | 0.6352 |
| scRNA | chr17-42932881-42932942 | miscRNA | 749.28 | 1.12 | 0.0277 | 0.6906 |
| tRNA-Ala | chr6-28673816-28673907 | tRF | 726.27 | 0.93 | 0.0301 | 0.6906 |
| tRNA-Arg-ACG | chr6-26328139-26328235 | tRF | 32.92 | -0.97 | 0.0302 | 0.6906 |
| LGMN | chr14-92719226-92719337 | Repeat | 10.90 | -1.90 | 0.0305 | 0.6906 |
| LINE | chr17-35462422-35462445 | Repeat | 390.65 | -0.49 | 0.0320 | 0.6906 |
| DNA | chr7-90421966-90421985 | Repeat | 267.28 | -0.55 | 0.0325 | 0.6906 |
| tRNA-Leu-CAG | chr16-57300464-57300562 | tRF | 23.92 | 1.03 | 0.0349 | 0.7193 |
| hsa-miR-1264 | chrX-114652654-114652717 | miRNA | 82.12 | -1.06 | 0.0372 | 0.7433 |
| SNORD103C | chr1-30968164-30968234 | snRNA/snoRNA | 442.71 | 0.33 | 0.0429 | 0.8317 |
| RNA28S, RNA45S | chrUn -113714-114242 | rRNA | 773.51 | -1.66 | 0.0443 | 0.8349 |
| scRNA | chr17-42997970-42998007 | miscRNA | 426.58 | 1.01 | 0.0460 | 0.8424 |
| RNA28S, RNA45S | chr21-8217740-8217799 | rRNA | 29.73 | -1.96 | 0.0474 | 0.8447 |
| hsa-let-7d-3p | chr9-94178894-94178915 | miRNA | 145.74 | -0.83 | 0.0494 | 0.8504 |

**Supplementary Table 4A. Upregulated miRNAs in Pool 1 vs Control patients (Log2 Fold Change ≥ 0.3, p-value < 0.05) using ExceRpt annotation tool**.

| Annotation | baseMean | log2FC | pvalue | padj |
| --- | --- | --- | --- | --- |
| hsa-miR-148a-5p | 106.00 | 1.49 | 0.0001 | 0.0375 |
| hsa-miR-10b-5p | 72.86 | 1.06 | 0.0006 | 0.0866 |
| hsa-miR-548av-5p \| hsa-miR-548k | 24.93 | 0.91 | 0.0015 | 0.1320 |
| hsa-miR-1287-5p | 121.39 | 0.77 | 0.0022 | 0.1431 |
| hsa-miR-607 | 14.35 | 0.99 | 0.0053 | 0.2221 |
| hsa-let-7a-2 | 5.88 | 2.39 | 0.0081 | 0.2738 |
| hsa-miR-184 | 722.61 | 2.28 | 0.0083 | 0.2738 |
| hsa-miR-148a-3p | 66855.15 | 0.98 | 0.0092 | 0.2761 |
| hsa-miR-548ba | 21.04 | 1.69 | 0.0115 | 0.3140 |
| hsa-miR-216b-5p | 16.43 | 1.11 | 0.0182 | 0.3940 |
| hsa-let-7a-3 | 5.54 | 2.02 | 0.0185 | 0.3940 |
| hsa-miR-676-3p | 13.46 | 0.84 | 0.0195 | 0.3940 |
| hsa-miR-100-5p | 69267.08 | 0.58 | 0.0222 | 0.4154 |
| hsa-miR-152-3p | 3469.03 | 0.38 | 0.0222 | 0.4154 |
| hsa-miR-577 | 283.05 | 1.04 | 0.0262 | 0.4561 |
| hsa-miR-1249-3p | 37.86 | 0.79 | 0.0310 | 0.4662 |
| hsa-miR-421 | 705.96 | 0.53 | 0.0315 | 0.4662 |
| hsa-miR-210-3p | 516.54 | 0.58 | 0.0320 | 0.4662 |
| hsa-miR-34c-3p | 26.43 | 1.16 | 0.0323 | 0.4662 |
| hsa-miR-216a-5p | 8.45 | 1.20 | 0.0336 | 0.4662 |
| hsa-miR-2355-3p | 40.59 | 0.60 | 0.0346 | 0.4662 |
| hsa-miR-145-5p | 113.16 | 0.75 | 0.0382 | 0.4662 |
| hsa-miR-151b | 87.57 | 0.55 | 0.0385 | 0.4662 |
| hsa-miR-490-5p | 36.68 | 0.87 | 0.0436 | 0.5071 |
| hsa-miR-1911-5p | 10.47 | 1.29 | 0.0447 | 0.5071 |
| hsa-miR-193b-3p | 35.04 | 0.85 | 0.0454 | 0.5071 |

**Supplementary Table 4B. Downregulated miRNAs in Pool 1 vs Control patients (Log2 Fold Change ≤ -0.3, p-value < 0.05) using ExceRpt annotation tool**.

| Annotation | baseMean | log2FC | pvalue | padj |
| --- | --- | --- | --- | --- |
| hsa-miR-335-3p | 1125.86 | -0.83 | 1.04E-05 | 0.0065 |
| hsa-miR-337-3p | 71.12 | -0.92 | 0.0004 | 0.0848 |
| hsa-miR-876-3p | 122.62 | -1.03 | 0.0007 | 0.0866 |
| hsa-miR-128-3p | 380244.39 | -0.85 | 0.0009 | 0.0944 |
| hsa-miR-135a-5p | 1929.59 | -0.94 | 0.0023 | 0.1431 |
| hsa-miR-411-3p | 325.57 | -0.72 | 0.0024 | 0.1431 |
| hsa-miR-95-3p | 6396.38 | -0.50 | 0.0025 | 0.1431 |
| hsa-miR-149-5p | 2850.80 | -0.50 | 0.0039 | 0.1955 |
| hsa-miR-331-5p | 196.56 | -0.48 | 0.0041 | 0.1955 |
| hsa-miR-618 | 126.18 | -0.78 | 0.0049 | 0.2199 |
| hsa-miR-135b-5p | 110.46 | -0.77 | 0.0060 | 0.2226 |
| hsa-miR-5586-5p | 45.70 | -0.87 | 0.0060 | 0.2226 |
| hsa-miR-592 | 247.19 | -0.78 | 0.0093 | 0.2761 |
| hsa-miR-885-5p | 87.43 | -0.82 | 0.0097 | 0.2766 |
| hsa-let-7e-5p | 1985.66 | -0.49 | 0.0140 | 0.3650 |
| hsa-miR-376a-2-5p | 13.86 | -0.99 | 0.0150 | 0.3750 |
| hsa-miR-5701 | 4.63 | -1.42 | 0.0159 | 0.3750 |
| hsa-miR-449c-5p | 4.31 | -1.65 | 0.0162 | 0.3750 |
| hsa-miR-519a-3p | 7.89 | -1.16 | 0.0195 | 0.3940 |
| hsa-miR-485-5p | 840.21 | -0.57 | 0.0226 | 0.4154 |
| hsa-miR-222-3p | 12629.46 | -0.66 | 0.0241 | 0.4313 |
| hsa-miR-522-3p | 13.70 | -1.17 | 0.0279 | 0.4662 |
| hsa-miR-125a-5p | 13261.46 | -0.46 | 0.0314 | 0.4662 |
| hsa-miR-485-3p | 447.15 | -0.77 | 0.0315 | 0.4662 |
| hsa-miR-1264 | 78.92 | -0.90 | 0.0370 | 0.4662 |
| hsa-miR-203a-3p | 195.96 | -0.87 | 0.0374 | 0.4662 |
| hsa-miR-3681-5p | 12.52 | -0.88 | 0.0377 | 0.4662 |
| hsa-miR-5683 | 23.27 | -0.98 | 0.0387 | 0.4662 |
| hsa-miR-132-3p | 615.70 | -0.42 | 0.0438 | 0.5071 |
| hsa-miR-372-3p | 117.98 | -2.41 | 0.0471 | 0.5124 |
| hsa-miR-4443 | 6.83 | -1.24 | 0.0482 | 0.5124 |
| hsa-miR-3200-3p | 312.79 | -0.35 | 0.0483 | 0.5124 |

**Supplementary Table 4C. Upregulated miRNAs in Pool 2 vs Control patients (Log2 Fold Change ≥ 0.3, p-value < 0.05) using ExceRpt annotation tool**.

| Annotation | baseMean | log2FC | pvalue | padj |
| --- | --- | --- | --- | --- |
| hsa-miR-148a-3p | 90146.31 | 1.65 | 2.52E-07 | 0.0001 |
| hsa-miR-148a-5p | 105.03 | 1.54 | 4.24E-07 | 0.0001 |
| hsa-miR-184 | 722.74 | 2.33 | 0.0004 | 0.0793 |
| hsa-miR-607 | 16.40 | 1.33 | 0.0005 | 0.0831 |
| hsa-miR-577 | 367.27 | 1.64 | 0.0007 | 0.0919 |
| hsa-let-7c | 11.08 | 1.74 | 0.0022 | 0.1719 |
| hsa-miR-138-2-3p | 129.08 | 0.67 | 0.0043 | 0.2980 |
| hsa-miR-10b-5p | 65.26 | 0.91 | 0.0158 | 0.5212 |
| hsa-miR-1911-5p | 11.31 | 1.52 | 0.0178 | 0.5567 |
| hsa-miR-548av-5p \| hsa-miR-548k | 23.19 | 0.83 | 0.0207 | 0.5876 |
| hsa-miR-206 | 23.56 | 0.81 | 0.0290 | 0.7253 |
| hsa-let-7i-5p | 268395.06 | 0.38 | 0.0309 | 0.7311 |
| hsa-miR-548ad-5p \| hsa-miR-548ae-5p | 14.30 | 0.82 | 0.0408 | 0.8013 |
| hsa-miR-22-5p | 3942.36 | 0.31 | 0.0440 | 0.8106 |
| hsa-miR-6866-5p | 41.00 | 0.88 | 0.0494 | 0.8842 |

**Supplementary Table 4D. Downregulated miRNAs in Pool 2 vs Control patients (Log2 Fold Change ≤ -0.3, p-value < 0.05) using ExceRpt annotation tool**.

| Annotation | baseMean | log2FC | pvalue | padj |
| --- | --- | --- | --- | --- |
| hsa-miR-372-3p | 102.36 | -3.79 | 0.0011 | 0.0981 |
| hsa-miR-122-5p | 39.81 | -1.57 | 0.0011 | 0.0981 |
| hsa-miR-760 | 267.36 | -0.56 | 0.0049 | 0.3073 |
| hsa-miR-592 | 241.23 | -0.73 | 0.0055 | 0.3125 |
| hsa-miR-132-3p | 602.72 | -0.37 | 0.0084 | 0.4405 |
| hsa-miR-135a-5p | 2082.61 | -0.50 | 0.0092 | 0.4409 |
| hsa-miR-335-5p | 982.72 | -0.44 | 0.0104 | 0.4431 |
| hsa-miR-874-3p | 1718.38 | -0.47 | 0.0110 | 0.4431 |
| hsa-miR-224-5p | 72.79 | -0.94 | 0.0113 | 0.4431 |
| hsa-miR-124-5p | 93.24 | -0.64 | 0.0140 | 0.5153 |
| hsa-let-7d-3p | 171.53 | -0.77 | 0.0151 | 0.5212 |
| hsa-miR-383-5p | 475.05 | -0.75 | 0.0198 | 0.5876 |
| hsa-miR-490-3p | 221.59 | -0.62 | 0.0226 | 0.6163 |
| hsa-miR-519a-3p | 7.73 | -1.02 | 0.0288 | 0.7253 |
| hsa-miR-335-3p | 1222.57 | -0.39 | 0.0315 | 0.7311 |
| hsa-miR-1226-3p | 5.92 | -1.07 | 0.0381 | 0.8013 |
| hsa-miR-1264 | 75.39 | -0.94 | 0.0386 | 0.8013 |
| hsa-miR-522-3p | 13.85 | -0.97 | 0.0392 | 0.8013 |
| hsa-miR-129-5p | 9502.72 | -0.60 | 0.0410 | 0.8013 |
| hsa-miR-15b-5p | 28.71 | -0.61 | 0.0427 | 0.8101 |

**Supplementary Table 5A. Upregulated miRNAs in Pool 1 vs Control patients (Log2 Fold Change ≥ 0.3, p-value < 0.05) using SeqCluster annotation tool**.

| Annotation | baseMean | log2FC | pvalue | padj |
| --- | --- | --- | --- | --- |
| hsa-miR-10b-5p | 59.97 | 1.20 | 0.0008 | 0.0695 |
| hsa-miR-1287 | 114.70 | 0.82 | 0.0032 | 0.1031 |
| hsa-miR-148a | 67190.47 | 0.99 | 0.0068 | 0.1904 |
| hsa-miR-184 | 708.51 | 2.37 | 0.0086 | 0.1971 |
| hsa-miR-152 | 3405.40 | 0.39 | 0.0139 | 0.2516 |
| hsa-miR-100 | 70711.97 | 0.60 | 0.0182 | 0.2869 |
| hsa-miR-577 | 285.85 | 1.09 | 0.0227 | 0.2869 |
| hsa-miR-210-3p | 470.98 | 0.63 | 0.0265 | 0.3194 |
| hsa-miR-421 | 855.97 | 0.48 | 0.0325 | 0.3570 |

**Supplementary Table 5B. Downregulated miRNAs in Pool 1 vs Control patients (Log2 Fold Change ≤ -0.3, p-value < 0.05) using SeqCluster annotation tool**.

| Annotation | baseMean | log2FC | pvalue | padj |
| --- | --- | --- | --- | --- |
| hsa-miR-335 | 2089.51 | -0.62 | 0.0004 | 0.0627 |
| hsa-miR-128 | 388926.01 | -0.84 | 0.0005 | 0.0627 |
| hsa-miR-95 | 6498.90 | -0.48 | 0.0016 | 0.0894 |
| hsa-miR-149-5p | 2785.15 | -0.50 | 0.0018 | 0.0894 |
| hsa-miR-135a-5p | 1903.57 | -0.93 | 0.0032 | 0.1031 |
| hsa-miR-876 | 134.86 | -1.01 | 0.0033 | 0.1031 |
| hsa-miR-885 | 107.31 | -0.72 | 0.0076 | 0.1920 |
| hsa-miR-592 | 224.54 | -0.79 | 0.0113 | 0.2388 |
| hsa-miR-485 | 1232.78 | -0.63 | 0.0129 | 0.2502 |
| hsa-let-7e | 2020.00 | -0.47 | 0.0171 | 0.2869 |
| hsa-miR-1264 | 95.61 | -1.12 | 0.0201 | 0.2869 |
| hsa-miR-222 | 12521.37 | -0.65 | 0.0219 | 0.2869 |
| hsa-miR-125a | 13543.60 | -0.44 | 0.0283 | 0.3249 |
| hsa-miR-203 | 179.69 | -0.95 | 0.0383 | 0.3877 |
| hsa-miR-124 | 11213.26 | -0.49 | 0.0415 | 0.4039 |

**Supplementary Table 5C. Upregulated miRNAs in Pool 2 vs Control patients (Log2 Fold Change ≥ 0.3, p-value < 0.05) using SeqCluster annotation tool**.

| Annotation | baseMean | log2FC | pvalue | padj |
| --- | --- | --- | --- | --- |
| hsa-miR-148a | 90257.56 | 1.66 | 9.15E-08 | 2.31E-05 |
| hsa-miR-577 | 364.37 | 1.66 | 0.0005 | 0.0419 |
| hsa-miR-184 | 688.36 | 2.39 | 0.0005 | 0.0419 |
| hsa-miR-138-2-3p | 115.03 | 0.79 | 0.0017 | 0.1055 |
| hsa-miR-10b-5p | 53.15 | 1.04 | 0.0180 | 0.3785 |
| hsa-let-7i-5p | 271689.57 | 0.39 | 0.0240 | 0.4419 |

**Supplementary Table 5D. Downregulated miRNAs in Pool 2 vs Control patients (Log2 Fold Change ≤ -0.3, p-value < 0.05) using SeqCluster annotation tool**.

| Annotation | baseMean | log2FC | pvalue | padj |
| --- | --- | --- | --- | --- |
| hsa-miR-592 | 214.97 | -0.80 | 0.0043 | 0.2193 |
| hsa-miR-335 | 2123.73 | -0.42 | 0.0064 | 0.2597 |
| hsa-miR-760 | 278.65 | -0.57 | 0.0072 | 0.2597 |
| hsa-miR-874 | 1675.83 | -0.49 | 0.0097 | 0.2703 |
| hsa-miR-135a-5p | 2040.78 | -0.51 | 0.0104 | 0.2703 |
| hsa-miR-372-3p | 95.62 | -4.16 | 0.0107 | 0.2703 |
| hsa-let-7d-3p | 155.31 | -0.83 | 0.0155 | 0.3557 |
| hsa-miR-383-5p | 461.33 | -0.75 | 0.0245 | 0.4419 |
| hsa-miR-129 | 9559.20 | -0.60 | 0.0325 | 0.5481 |
| hsa-miR-1264 | 94.71 | -1.00 | 0.0472 | 0.7469 |

**Supplementary Table 6A. Upregulated genes in Pool 1 vs Control mice (Log2 Fold Change ≥ 0.3, p-value < 0.05)**.

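The table holds the upregulated genes of Pool 1 with the mean normalized count, log2 fold change and p-values from the authors' DESeq2 test. The methods name a filter that excludes genes with a mean normalized count under 10, and 488 of the 1626 entries of Supplementary Tables 6A to 6D (30.0%) lie under it, 97 of 268 in this table. From edgeR's quasi-likelihood test over all 20 libraries, the upregulated genes with the smallest p-values among those with a mean normalized count of at least 10 were Mir6236, Gm23935, Gm22009, Gm24270 and Gm42418. Their log2 fold changes lay between 1.94 and 2.83, and their adjusted p-value was 0.917 in each case. None of them is annotated as protein-coding (3 are annotated as microRNA genes, Gm22009 as a small Cajal body-specific RNA and Gm42418 as a long non-coding RNA). The libraries were selected for polyadenylated RNA, so the counts of these 3 cannot be read as levels of microRNAs. All 5 were higher in Pool 2 as well, by 1.94 to 2.80. The values over the 18 libraries differed from these by at most 0.10. The most expressed of them, Gm42418 on chromosome 17 (39846958 to 39848788, GRCm38), had 989 ± 480 CPM in Control mice (SD, n = 5), 6152 ± 4802 in Pool 1 mice (SD, n = 5) and 2418 ± 1823 in Vehicle mice (SD, n = 5). Single Pool 1 mice ranged from 1511 to 12404.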

**Supplementary Table 6B. 

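Among the genes lower in Pool 1 than in Control mice over all 20 libraries, the smallest p-values belonged to Gm5869, Eef1a1-ps1, Gm13456, H3f3a and 2610001J05Rik. The first 3 are annotated as processed pseudogenes, and their reads could be shared with the parent gene and with other copies. Gm5869 had 13 to 106 counts in single Control mice and 1 to 4 in single Pool 1 mice. Eef1a1-ps1 fell by 2.24 and Gm13456 by 2.32 on the log2 scale (adjusted p-values 0.421 and 0.917 from edgeR's quasi-likelihood test). H3f3a fell by 0.44, from 46.1 ± 6.41 to 34.0 ± 2.93 CPM (SD, n = 5 in each), and 2610001J05Rik by 0.42, from 34.5 ± 4.67 to 25.8 ± 2.01 (SD, n = 5 in each), each with an adjusted p-value of 0.917 and exact permutation p-values of 0.0238 and 0.0159. The same log2 values were found with the 18 libraries of the paper, which include all Pool 1 and Control mice. Vehicle mice also had less H3f3a and 2610001J05Rik than Control mice, at 36.8 ± 4.18 and 27.9 ± 3.08 CPM (SD, n = 5 in each). Control mice exceeded them by 0.33 and 0.31 on the log2 scale over all 20 libraries (exact permutation tests, p = 0.0397 and p = 0.0317). Both genes were picked for being low against these same Control mice, which by itself favours Control values above those of Vehicle mice. These tests therefore cannot tell whether the low values are particular to Pool 1 mice. Of the downregulated genes, 158 of 502 over all 20 libraries and 164 of 579 over the 18 were pseudogenes, against 2474 of the 25190 genes tested.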

Downregulated genes in Pool 1 vs Control mice (Log2 Fold Change ≤ -0.3, p-value < 0.05)**.

**Supplementary Table 6C. 

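The genes higher in Pool 2 than in Control mice with the smallest p-values over all 20 libraries were Ehd4, Gpx3, Gimap4, Lamc3 and Serpinf1, all protein-coding. Ehd4, on chromosome 2 (120089175 to 120154606, GRCm38), rose by 0.64 on the log2 scale over all 20 libraries and by 0.54 over the 18, and Gpx3 by 1.50 and 1.46. Lamc3 rose by 0.76 and 0.73, and Serpinf1 by 0.69 and 0.67. For these 4 genes, every Pool 2 mouse lay above every Control mouse, and an exact permutation test of the 5 against 5 mice gave its smallest p-value, 0.00794. Gimap4 rose by 2.40 over all 20 libraries but by 1.61 over the 18, since Pool 2 replicate 1 had 80 counts of it, 3.66 CPM, against a mean of 0.769 ± 0.252 in the other 4 mice (SD, n = 4). In this library Ehd4 had 13.4, Gpx3 5.07, Lamc3 9.32 and Serpinf1 19.6 CPM. In Vehicle replicate 4 the values were 0.439 for Gimap4, 10.1 for Ehd4, 2.54 for Gpx3, 4.83 for Lamc3 and 9.74 for Serpinf1. The adjusted p-values from edgeR's quasi-likelihood test were 0.390 to 0.408 over all 20 libraries. In Pool 1 mice none of the 5 genes was past the threshold. Ehd4 was also higher in Vehicle than in Control mice, at 8.76 ± 1.30 against 6.85 ± 0.336 CPM (SD, n = 5 in each). The exact permutation test of these mice gave p = 0.0159. Ehd4 was picked for being high against the same Control mice, which by itself favours Vehicle values above them. The Vehicle means of Gimap4, Gpx3 and Lamc3 were also above those of Control mice, whereas that of Serpinf1 was lower (10.5 against 11.4 CPM). Protein-coding genes made up 76.4% of the upregulated genes of Pool 2 over all 20 libraries and 68.8% over the 18, against 66.5% of the genes tested.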

Upregulated genes in Pool 2 vs Control mice (Log2 Fold Change ≥ 0.3, p-value < 0.05)**.

**Supplementary Table 6D. 

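In Pool 2 mice, the downregulated genes with the smallest p-values over all 20 libraries included the same 3 pseudogenes that were lowest in Pool 1, Gm5869, Eef1a1-ps1 and Gm13456, followed by Lamp5 and the long non-coding RNA Gm36447. Gm5869 had 1 to 5 counts in single Pool 2 mice, and Eef1a1-ps1 and Gm13456 had log2 fold changes of −2.02 and −2.16 (−2.08 and −2.29 over the 18 libraries). Lamp5 fell by 0.45 (0.44 over the 18), from 53.2 ± 9.63 to 38.8 ± 4.65 CPM (SD, n = 5 in each), with 37.4 in Pool 2 replicate 1 and 46.9 in Vehicle replicate 4, and an exact permutation p-value of 0.0238 (0.0476 over the 18). Gm36447 fell by 0.79 (0.86 over the 18), with an exact permutation p-value of 0.0238 in both sets, and had 3.52 and 3.95 CPM in these 2 libraries. Adjusted p-values from edgeR's quasi-likelihood test were 0.390 or more for all 5 genes.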

Downregulated genes in Pool 2 vs Control mice (Log2 Fold Change ≤ -0.3, p-value < 0.05)**.

**Supplementary Table 7A. 

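The genes upregulated in both pools were mostly not protein-coding. Over the 18 libraries, 39 of 131 (29.8%) were protein-coding and 32 were long non-coding RNAs, and over all 20 libraries 42 of 142 (29.6%) and 38, whereas 66.5% of the genes tested are protein-coding. Many had few counts, with 86 of the 131 and 99 of the 142 at a mean normalized count under 10. A single mouse's count of 3 corresponds to 0.117 to 0.146 CPM at this depth. The libraries were selected for polyadenylated RNA, so counts of annotated microRNA genes cannot be read as levels of microRNAs. Gm23935, annotated as such a gene, illustrates the spread between mice. It had 21.2 ± 9.28 CPM in Control mice (SD, n = 5), 151 ± 110 in Pool 1 mice (SD, n = 5) and 150.5 ± 63.3 in the 4 Pool 2 mice of the paper (147.2 ± 55.4 over all 5), with 134 in Pool 2 replicate 1 and 23.8 in Vehicle replicate 4. Vehicle mice had 62.5 ± 44.8 over all 5 and 72.2 ± 45.3 over the 4 of the paper.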

Common upregulated genes in Pool 1 and Pool 2 vs Control mice (Log2 Fold Change ≥ 0.3, p-value < 0.05)**.

| Gene symbol |  | Gene symbol |
| --- | --- | --- |
| *5730405O15Rik* |  | *Gm42918* |
| *Abca12* |  | *Gm43429* |
| *Adamtsl5* |  | *Gm44798* |
| *Ank1* |  | *Gm45178* |
| *Bmf* |  | *Gm48086* |
| *Brca1* |  | *Gm49674* |
| *Btc* |  | *Gm50394* |
| *C330011M18Rik* |  | *Helz2* |
| *CT010467.1* |  | *Hmcn2* |
| *Ccdc88b* |  | *Kcna5* |
| *Ccrl2* |  | *Kcnk12* |
| *Coro6* |  | *Lars2* |
| *D7Bwg0826e* |  | *Mcm10* |
| *Dennd3* |  | *Mir344i* |
| *Dio3os* |  | *Mir6236* |
| *Dnmbp* |  | *Mir6240* |
| *E130317F20Rik* |  | *Npsr1* |
| *Gm15351* |  | *Oxgr1* |
| *Gm15564* |  | *Pip5kl1* |
| *Gm17146* |  | *Plekha7* |
| *Gm22009* |  | *Rdh1* |
| *Gm22175* |  | *Rn7sk* |
| *Gm22513* |  | *Rnu12* |
| *Gm23935* |  | *Rny1* |
| *Gm24187* |  | *Rny3* |
| *Gm24245* |  | *Scarna2* |
| *Gm24265* |  | *Siah3* |
| *Gm24270* |  | *Slc52a3* |
| *Gm24601* |  | *Snord17* |
| *Gm25360* |  | *Soat2* |
| *Gm25939* |  | *Sp100* |
| *Gm26796* |  | *Syt2* |
| *Gm26917* |  | *Tacstd2* |
| *Gm27320* |  | *Trim34b* |
| *Gm36736* |  | *Ucn2* |
| *Gm37628* |  | *Vegfd* |
| *Gm38336* |  | *Vwa5b2* |
| *Gm38379* |  | *n-R5-8s1* |
| *Gm42418* |  |  |

**Supplementary Table 7B. Common downregulated genes in Pool 1 and Pool 2 vs Control mice (Log2 Fold Change ≤ -0.3, p-value <0.05)**.

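Of the genes downregulated in both pools, 43 of 71 over the 18 libraries and 36 of 61 over all 20 are annotated as pseudogenes. Their reads can be shared with a parent gene, so their values are uncertain. Eef1a1-ps1, a processed pseudogene on chromosome 19 (17926623 to 17928009, GRCm38), had 5.19 ± 2.53 CPM in Control mice (SD, n = 5), 1.10 ± 0.300 in Pool 1 mice (SD, n = 5) and 1.22 ± 0.122 in the 4 Pool 2 mice of the paper (1.27 ± 0.150 over all 5). The high values were those of Control replicates 1 to 4, with 4.47 to 8.23, while Control replicate 5 had 1.42, within the range of the other groups. Among Vehicle mice, replicate 1 had 5.81 and the other 4 had 1.10 to 1.95.

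**Figure D3:**
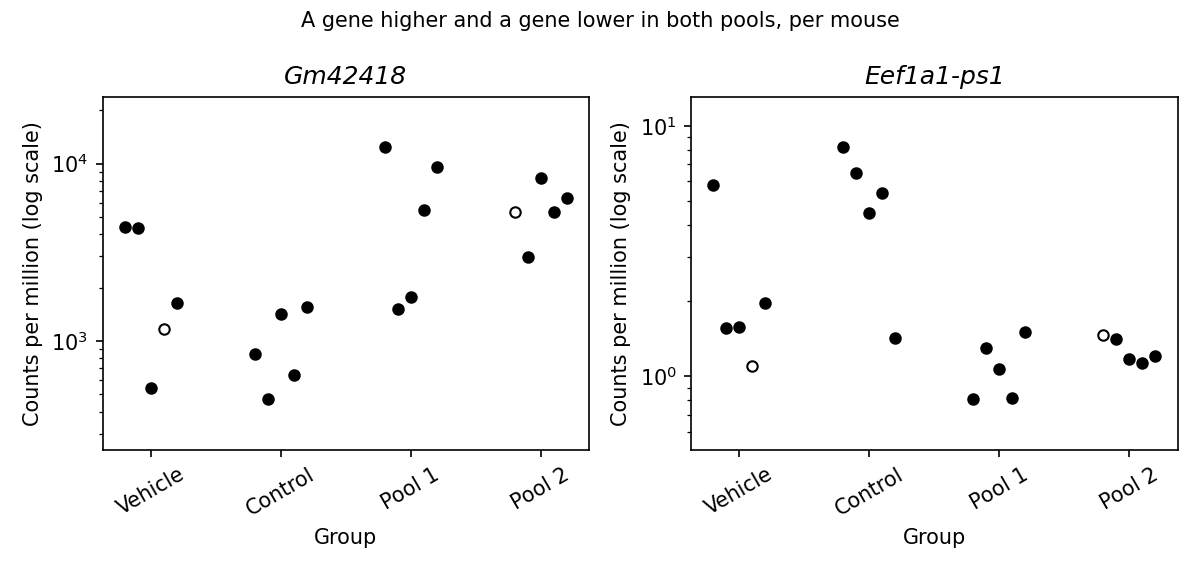
Expression of Gm42418 (left) and Eef1a1-ps1 (right) in CPM on logarithmic vertical axes, in each mouse of the 4 groups (horizontal axes). Each point is 1 mouse, and open points are the 2 libraries that the paper did not use. Gm42418 spans 470 to 1556 in Control mice and 1511 to 12404 in Pool 1 mice, and Eef1a1-ps1 spans 1.42 to 8.23 in Control mice and 0.809 to 1.50 in Pool 1 mice.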

| Gene symbol |  | Gene symbol |
| --- | --- | --- |
| *4921524J17Rik* |  | *Gm5855* |
| *Aard* |  | *Gm5869* |
| *Acyp2* |  | *Gm6170* |
| *Anapc10* |  | *Gm6392* |
| *Creld2* |  | *Gm6444* |
| *Dctpp1* |  | *Gm8326* |
| *Dpy30* |  | *Gm9349* |
| *Eef1a1-ps1* |  | *Gm9521* |
| *F630042J09Rik* |  | *Gm9843* |
| *Gm10076* |  | *H3c15* |
| *Gm10086* |  | *Immp1l* |
| *Gm10222* |  | *Inhba* |
| *Gm10443* |  | *Llph* |
| *Gm10925* |  | *Med21* |
| *Gm12254* |  | *Mrpl32* |
| *Gm12338* |  | *Mterf1b* |
| *Gm12901* |  | *Mtln* |
| *Gm13341* |  | *Pnp2* |
| *Gm13456* |  | *Rpl19-ps11* |
| *Gm14303* |  | *Rpl31-ps8* |
| *Gm15421* |  | *Rpl37rt* |
| *Gm15459* |  | *Rpl38-ps2* |
| *Gm17750* |  | *Rpl7a-ps7* |
| *Gm19196* |  | *Rps16-ps2* |
| *Gm26793* |  | *Rps27rt* |
| *Gm28437* |  | *Rps6-ps2* |
| *Gm28661* |  | *Smim18* |
| *Gm29216* |  | *Zcchc10* |

How the deposited data were processed for this re-analysis (not part of the article)

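Bulk RNA sequencing of the mouse hippocampus was analysed in 20 libraries, 5 each from Vehicle, Control, Pool 1 and Pool 2 mice. The small RNA sequencing of human hippocampus was not analysed here, nor were the behavioural, histological and protein measurements.

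The authors made stranded libraries of polyadenylated RNA, aligned the reads to GRCm38 with STAR, counted reads per gene and deposited the raw counts of 25190 genes, after leaving out genes whose counts summed to under 10 over all samples. The unit of the values is the count, without normalization, and the sequencing rounds of a library are already summed. The paper names GENCODE release M20 for the counting. The table holds gene identifiers that are not in release M21, which was used here for positions, transcript lengths and GC content and covered 99.8% of the genes. Of the deposited gene names, 16 are shared by more than 1 gene.

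Libraries were assigned to groups by the sample labels. The 18 libraries behind the paper's tables were identified from the mean normalized counts in Supplementary Table 6, not from any outcome. The main comparison followed a design set before the data were examined. Counts were normalized by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, in 1 fit of the 4 groups over all 20 libraries, with Benjamini-Hochberg adjustment. The design did not say whether the spread is estimated robustly. The first fit made used robust estimation and was kept, and the default estimate is given as an alternative because it changes the call of Syt2 in Pool 2. Genes were counted as upregulated or downregulated at an absolute log2 fold change of at least 0.3 and an unadjusted p-value under 0.05, the threshold of the paper. Expression is given as CPM, the counts scaled to library size with the TMM factors, and the mean of a list is that of log2 CPM with a prior count of 2. Exact permutation tests of single genes and lists were two-sided, and with 5 mice against 5, or 4 against 5, their smallest p-value is 0.00794.

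The genes named in the text are those the paper names for the mouse hippocampus or its stainings (Syt2, Syt1, Syt11, Pvalb, Gfap and Aif1), and in each pool the 5 upregulated and 5 downregulated genes with the smallest edgeR p-value and a mean normalized count of at least 10. Genes that would be named for an adjusted p-value under 0.05 were none. The single members of lists, the other synaptotagmins and the genes Gm26917, Lars2, Rn7sk and Eef1a1 were named after their values were seen. Of the named genes with no passage of their own, Syt1 had log2 fold changes of 0.10 in Pool 1 and −0.12 in Pool 2 over all 20 libraries, Syt11 had 0.05 and −0.07, and Pvalb had −0.14 and −0.06, none past the threshold. Marker genes in 14 lists were fixed before the data were examined and tested with camera in limma 3.58.1 at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. Beside the 6 lists of glia and inflammation, they covered interneurons, thalamus, neocortex, choroid plexus, CA1 pyramidal neurons, dentate granule cells, blood and synaptotagmins.

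The alternatives set before the data were examined were DESeq2 1.42.0, DESeq2's size factors in edgeR, filters at a mean normalized count of 10 and by filterByExpr, fits of only the groups compared, the replicate number as a block, and leaving out each library in turn. Added after seeing the data were the 18 libraries of the paper with edgeR and with DESeq2, the default estimate of the spread, a correction for GC content and gene length, and covariates for RNAs without a poly(A) tail and for the thalamus list, the latter set before the data were examined for Syt2 only. To estimate how many genes chance gives, 100 splits of the libraries were drawn per comparison, and 40 sets of unchanged libraries were simulated for the overlap of the pools. All draws started from a fixed seed of 1.

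Each step was tested on simulated counts with the means and library sizes of these libraries. Of 200 genes changed by a log2 fold change of 2, edgeR recovered 94.5% at an adjusted p-value under 0.05, with 3 false calls among 24990 unchanged genes, and DESeq2 97.0%, with 23. At the paper's threshold, 3.52% of the unchanged genes were called by edgeR and 2.87% by DESeq2. With totals of 20588280 to 25543939 counts per library, a count of 3, taken as the floor, corresponds to 0.117 to 0.146 CPM.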

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

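The tests of explanations in these paragraphs were all chosen only after the results were seen. Among 80 groups of 5 mice tested for a sample far from the others, 7 held one, where chance gives 4, so single flags carry little weight.

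Pool 2 replicate 1, which the paper did not use, stood apart in 3 of these 7. Its mean log2 CPM was 8.15 for the astrocyte list (7.68 to 7.79 in the other Pool 2 mice) and 2.02 for the inflammatory mediators (0.38 to 0.60), and it had 595 CPM of Syt11 (692 to 734). It also had the highest Gfap and Aif1 of all 20 mice. Leaving it out lowered the upregulated genes of Pool 2 from 1311 to 835, which is still over 1.5 times the number in Pool 1. The library alone therefore does not account for the larger number in Pool 2. The interferon response list was also still higher than in Control mice without it (0.45, exact permutation p = 0.0238). The table of counts cannot separate an immune reaction of this mouse from damage around the cannula or another technical event, and neither was tested.

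The remaining samples that stood apart were Control replicate 5 for Syt11, with 612 CPM against 732 to 780 in the other Control mice, Control replicate 2 for the reactive astrocytes (4.12 against 2.70 to 2.93), Vehicle replicate 3 for the CA1 pyramidal neurons (6.89 against 6.45 to 6.51) and Control replicate 4 for the blood list (1.69 against 2.61 to 2.98), the lists in mean log2 CPM. No explanation was tested for these 4, which is the number that chance gives.

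The pools differed from each other in 5 of the 12 genes and lists compared directly, all higher in Pool 2 over all 20 libraries. These were Gfap (mean log2 difference 0.89), microglia (0.52), astrocytes (0.26), reactive astrocytes (1.14) and inflammatory mediators (0.74). After adjustment over the 12, all but microglia (0.0952) were at 0.0238 in the exact permutation tests. The 4 others also differed over the 18 libraries, by 0.68, 0.17, 0.76 and 0.44 (exact permutation tests, p = 0.00794 each), so they do not rest on Pool 2 replicate 1. Gfap and these lists were lower than Control in Pool 1 and higher in Pool 2. Gfap is a member of both astrocyte lists, so these results are not independent. Of the lists of cell types outside glia, the thalamus list differed most between the pools (1.14 over all 20 libraries, exact permutation p = 0.0238), which may reflect the boundary of the dissection. With the thalamus list as a covariate, 1572 genes were upregulated in Pool 2. The list itself differed between the pools, so this fit cannot separate thalamic tissue from the group. For the glial lists no such fit was made, and dissection, the position of the cannula and an effect of the infused sRNAs stay open.

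Control and Vehicle mice, whose gene expression the paper does not report, differed in 1285 genes past the paper's threshold over all 20 libraries and in 1277 over the 18, no fewer than the 876 of Pool 1. None passed an adjusted p-value of 0.05, and 1672 had an unadjusted p-value under 0.05. Of 100 splits of the 10 libraries, the real one included, 22 gave as many genes and 16 gave as many in the direction with more of them, so this number is one that random groups of these mice often give. The choroid plexus list was lower in Control than in Vehicle mice (mean log2 difference −1.40, exact permutation p = 0.230), and Vehicle replicate 4, which the paper did not use, could be a source. Leaving it out lowered the count only to 1124, so choroid plexus tissue in that library does not account for it. Injection of sRNAs as such stays open as an untested biological explanation.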

How the results depend on the processing

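Over all 20 libraries, DESeq2's size factors in edgeR moved no count by over 1.5 times, shifted the median log2 fold change by −0.0138 to 0.00599 and left every result on its side of the threshold. The genes named in the text other than Syt2, 44 results, kept their direction and side of the threshold with DESeq2, its size factors, the replicate block and the default estimate of the spread. With the 18 libraries of the paper, with edgeR or DESeq2, 42 of these 44 did; Gfap in Pool 2 lost the threshold and Aif1 in Pool 2 reversed (−0.060 with edgeR, −0.070 with DESeq2). Pool 2 replicate 1, with the highest values of both genes, is left out there.

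Filters on low counts lowered each count that follows, and fewer genes are tested with them. With a mean normalized count of at least 10, and with filterByExpr in turn, Pool 1 had 152 and 159 upregulated and 259 and 280 downregulated genes, Pool 2 had 838 and 853 upregulated and 124 and 141 downregulated, the pools shared 44 and 44 upregulated and 37 and 40 downregulated, and Control and Vehicle mice differed in 798 and 825.

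With DESeq2, the genes at an adjusted p-value under 0.05 rose from 0 to 7 in Pool 1, 18 in Pool 2 and 115 between the pools, and 83 genes were upregulated in both pools. In the fit of only the groups compared, 1 gene passed in Pool 1, 1 in Pool 2, and 3 lists of glia and inflammation were called in Pool 1. Syt2 in Pool 2 passed the threshold with DESeq2 (0.44), in the fit of only the groups compared (0.42) and, as chosen after seeing the data, with the default estimate of the spread (0.45), with unadjusted p-values of 0.0433, 0.0489 and 0.0435. Its adjusted p-value in Pool 2 ranged from 0.589 to 0.715 over these. Camera with an estimated correlation and fry each called 0 lists in Pool 2, in place of 5.

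The replicate numbers are shared between the groups, but over the 4 comparisons together they showed no pairing of the mice. Of 20 pairs with the same number, 7 had deviations correlated above 0.1, and the 20 values ranged from −0.32 to 0.26 (median −0.015). In Pool 2 against Control mice, replicates 1, 3, 4 and 5 had 0.26, 0.13, 0.18 and 0.17, and replicate 2 had −0.24. A pairing is therefore not excluded for that comparison. With the replicate block, 1 gene passed an adjusted p-value of 0.05 in Pool 1 and 1 in Pool 2, 2 lists were called in Pool 1, the upregulated genes in common also fell to 83.8% of the 142, and Syt2 in Pool 1 (0.50) had an unadjusted p-value of 0.0521. With the block and the correction for GC content and length together, Pool 1 had 273 downregulated genes and 1 gene at an adjusted p-value under 0.05, Pool 2 had 1 such gene, 39 genes were downregulated in both pools and Syt2 in Pool 1 was 0.42.

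The other alternatives were chosen after seeing the data, apart from the thalamus covariate for Syt2, which was set before and then applied to the other results. With the 18 libraries, Pool 2 had 852 upregulated genes, Syt2 in Pool 2 (0.50) passed the threshold, and 4 lists were called in Pool 1 and 2 in Pool 2. With these libraries and DESeq2, Pool 2 had 672 upregulated genes, 77 genes were upregulated in both pools, Syt2 in Pool 2 (0.49) passed, and 6, 12 and 87 genes passed an adjusted p-value of 0.05 in Pool 1, in Pool 2 and between the pools. The correction for GC content and length lowered the downregulated genes of Pool 1 to 334 and Syt2 in Pool 1 to 0.42, under the threshold (unadjusted p-value 0.0852). On the 18 libraries it gave 756 upregulated genes in Pool 2 and 0.42 for Syt2 in Pool 1. With Gm42418, Gm26917, Lars2 and Rn7sk as a covariate, Pool 2 had 476 upregulated genes, 117 genes were downregulated in both pools and Syt2 in Pool 1 (0.48) lost the threshold. With the thalamus list as a covariate, Pool 1 had 834 downregulated genes, 228 genes in Pool 2 and 575 between the pools passed an adjusted p-value of 0.05, 91 genes were upregulated and 17 downregulated in both pools, and Syt2 in Pool 1 (0.48) had an unadjusted p-value of 0.0624. The cause of these changes was not tested.

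With each library left out in turn, Pool 1 had 313 to 481 upregulated and 397 to 768 downregulated genes, the highest without Control replicate 4, and 0 to 1 gene at an adjusted p-value under 0.05. Pool 2 had 835 (without Pool 2 replicate 1) to 1436 upregulated genes, 226 to 496 downregulated genes, the highest without Control replicate 4, and 0 genes at an adjusted p-value under 0.05, where all 20 libraries gave 1939 at an unadjusted p-value under 0.05. The upregulated genes in common ranged from 83.8% of the 142, without Pool 1 replicate 2, to 185, without Control replicate 4, and the downregulated ones from 36 to 176, the latter lowest without Control replicate 1 and highest without Control replicate 4. Between the pools, 0 to 1 gene passed the adjustment. Control and Vehicle mice differed in 955 to 1792 genes. Between 0 and 4 lists were called in Pool 1 and between 3 and 5 in Pool 2. The log2 fold change of Syt2 ranged from 0.41 to 0.63 in Pool 1, past the threshold in 4 of 10 fits, and from 0.21 (without Pool 2 replicate 5) to 0.55 in Pool 2, past it in 3 of 10. Its direction was the same in all 20 fits.

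A fit without the filter on low counts, and fits of a single sequencing round, could not be made, since the deposited counts are already filtered and summed over the rounds. The depth was similar in all groups and limits mainly the genes of low count, which make up 8530 of the 25190 genes at a mean normalized count under 10.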

Differences from the paper's values

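The paper reports 675 upregulated genes in Pool 2 mice, and 1311 were found over all 20 libraries with edgeR. Of the alternatives set before the data were examined, the filters at a mean normalized count of 10 (838) and by filterByExpr (853), the fit of only the groups compared and the fit without Pool 2 replicate 1 (835) fell within 1.5 times of the paper's number, whereas DESeq2 (1072), its size factors in edgeR (1258), the replicate block (1190) and the 9 other fits that each left out 1 library (1115 to 1436) did not. The 18 libraries of the paper with edgeR (852) and with DESeq2 (672) also did, settings chosen after seeing the values.

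The paper reports 77 upregulated genes in common to both pools, and 142 were found. DESeq2 gave 83, which closed the gap. The other alternatives set before the data were examined did not, at 141 with DESeq2's size factors, 139 in the fit of only the groups compared, 44 with either filter, and over 1.5 times the paper's number with the replicate block and in each fit with 1 library left out (at most 185). With the 18 libraries and DESeq2, chosen after seeing the values, 77 were found, and with the 18 libraries and edgeR 131.

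In the paper's Supplementary Table 6, 6 genes of Pool 1 and 12 of Pool 2 have an adjusted p-value under 0.05, and edgeR found 0 in each, with 1314 and 1939 at an unadjusted p-value under 0.05. DESeq2 found 7 and 18, which fell within 1.5 times of the paper's numbers. All other alternatives set before the data were examined gave 0 or 1. With the 18 libraries and DESeq2, chosen after seeing the values, 6 and 12 were found.

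With that last setting, which differs from the paper's methods in the version of DESeq2 and in the absence of the filter at a mean normalized count of 10, 268 of the paper's 268 upregulated and 459 of its 460 downregulated genes of Pool 1 were found, as were 672 of the 675 and 223 of the 223 genes of Pool 2, and 56 genes downregulated in both pools.

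The paper gives Syt2 as upregulated in both pools. With all 20 libraries and edgeR it was past the threshold in Pool 1 but not in Pool 2, where the log2 fold change was 0.45 with an unadjusted p-value of 0.0583, against 0.49 in the paper's table. Of the alternatives set before the data were examined, DESeq2 (0.0433), the fit of only the groups compared (0.0489) and the fits without Control replicate 1 (0.0459), without Pool 2 replicate 1 (0.0479) and without Pool 2 replicate 3 (0.0230) had an unadjusted p-value under 0.05. So did the default estimate of the spread (0.0435), the 18 libraries with edgeR (0.0496) and the 18 libraries with DESeq2 (0.0307), all chosen after seeing the values. The main setting used the robust estimate because it was the first fit made, and the design set before the data were examined did not name this option.

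The paper states that genes with a mean normalized count under 10 were excluded, and 488 of the 1626 entries in its tables have a lower value. The paper finds no major changes in profiles of neuroinflammation or glial function. Over all 20 libraries, 39 of the 84 genes on the lists of glia and inflammation were past the paper's threshold in Pool 2, against 6 upregulated and 1 downregulated over the 18 libraries of the paper, and 0 passed an adjusted p-value of 0.05 over all genes in either set.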

Other observations

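The tests of Syt2 with the thalamus and interneuron lists, and of RNAs without a poly(A) tail, were set before the data were examined, apart from the genes taken as derived from ribosomal RNA, and the other tests here were chosen only after the results were seen.

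The numbers of genes past the paper's threshold were compared with those from other splits of the same libraries, 100 in each case with the real one included. For Pool 1 against Control, 38 splits gave as many genes and 38 gave as many in the direction with more of them, and over the 18 libraries 39 gave as many. For Pool 2 against Control, 10 splits gave as many genes over all 20 libraries and 20 over the 18. Counting only the direction with more genes, 3 splits gave as many as the 1311 upregulated genes over all 20 libraries, and 12 gave as many as the 852 over the 18. Between the pools, 7 splits gave as many genes and 3 gave as many in the larger direction. The genes upregulated in both pools were reached by 16 splits in each set of libraries, and the genes downregulated in both pools by 57 over all 20 and 29 over the 18. The 5 lists of glia and inflammation called in Pool 2 were reached by 43 splits. Random groups of these mice therefore give numbers like these in most of the comparisons. The exceptions are the one-sided rise of Pool 2 against Control and against Pool 1 over all 20 libraries, and the first of these was not rare over the 18 libraries.

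For Syt2, 2 sources of RNA from other cells were tested as hypotheses. Thalamic tissue in the sample could raise Syt2. The rule by which the list differences were judged, and the place of the correlation below, were revised after the values were seen. In Pool 1 the thalamus list was lower than in Control mice (mean log2 difference −0.42, standard error 0.25), so thalamic tissue cannot account for the rise of Syt2 by 0.47 in single-mouse means there. In Pool 2 the list was higher (0.72, standard error 0.48, exact permutation p = 0.167), and thalamic tissue and the group cannot be told apart there, since the list varies as much between mice as between groups. Across the 20 mice, as deviations from the group means, Syt2 did not follow the thalamus list (r = −0.032, permutation p = 0.892; rho = 0.05, p = 0.846; r = −0.16 without the 2 mice farthest from the median), which the prediction set beforehand named as evidence against this source. With the list as a covariate, however, Syt2 in Pool 1 went from 0.50 to 0.48, with an unadjusted p-value of 0.0624 from edgeR's quasi-likelihood test. The same prediction named this loss of the threshold as evidence for thalamic tissue, so its 2 parts point in different directions. The estimate itself hardly changed, so the covariate did not remove the difference. In Pool 2, where Syt2 was not past the threshold before, its unadjusted p-value with the covariate was 0.0807. More interneuron RNA in the sample could also raise Syt2, but the interneuron list changed by 0.088 in Pool 1 (standard error 0.07) and −0.040 in Pool 2 (standard error 0.09), below the 0.47 (standard error 0.20) and 0.39 (standard error 0.22) of Syt2, but by under 2 standard errors once the error of Syt2 is included. Within groups, Syt2 did follow this list (r = 0.50, permutation p = 0.0238, 0.0476 adjusted over the 4 relations tested; rho = 0.45, p = 0.0483; r = 0.42 without the 2 mice farthest from the median). Interneuron RNA as the source therefore cannot be told apart from an effect of the groups, because the spread of Syt2 between 5 mice is too large. An effect of the infused sRNAs on Syt2 stays open as the biological explanation.

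RNAs that lack a poly(A) tail were higher in the pools than in Control mice. A set of 26 small nuclear, nucleolar and other such RNAs, taken by annotation, rose by a mean log2 difference of 0.57 in each (exact permutation p = 0.0159 in each). Gm42418, Gm26917 and Lars2 were taken as genes with reads derived from ribosomal RNA after their rise was seen, by 1.97 in Pool 1 and 2.34 in Pool 2, and the annotation used does not name them so. Differences between groups in these 3 genes are therefore given without a test. A candidate explanation is uneven removal of such RNA when the libraries were prepared. Within groups the 2 sets rose together (r = 0.56, permutation p = 0.0115, 0.0459 adjusted over 4 relations; rho = 0.49, p = 0.0320; r = 0.43 without the 2 mice farthest from the median), which this explanation needs. It also needs Vehicle and Control mice to differ. Control mice were lower in the 3 genes by a mean log2 difference of −0.95, but genes chosen for being low in Control mice do not decide this. The 26 RNAs taken by annotation differed by −0.27 (standard error 0.20, exact permutation p = 0.214). Over the 18 libraries they differed by −0.36 (standard error 0.21, exact permutation p = 0.135). These differences are too small against the spread to decide it, so uneven removal cannot be told apart from an effect of the groups. Carry-over of the infused human RNA would put Control mice above Vehicle mice, which received none. The differences of −0.95, −0.27 and −0.36 all point the other way. The first is of selected genes and the others lie within the spread, so carry-over stays open. A change of the ribosomal RNA of the tissue was not tested.

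The pseudogenes Gm5869, Gm13456 and Eef1a1-ps1 were lower in both pools by a mean log2 difference of −2.73 in Pool 1 and −2.48 in Pool 2. They could follow Eef1a1, whose reads they can share, but Eef1a1 changed by only −0.15 (standard error 0.09) and −0.012 (standard error 0.12), so a change of that gene does not account for them. The high values of Gm5869 lay in Control replicates 1 to 4 (68 to 106 counts) and Vehicle replicate 1 (69), while Control replicate 5 had 13 and the other Vehicle and pool mice had 1 to 5. The high values thus lay in Control mice, apart from 1 Vehicle mouse. A strain or individual variant, or another read-sharing copy, was not tested.

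The downregulated genes of Pool 1 may rest in part on a bias between libraries. Across 16650 genes, which are not independent, the log2 fold change in Pool 1 rose with transcript length (rho = 0.29) and GC content (rho = 0.25). In Pool 2 the values were 0.10 and 0.29, and between Control and Vehicle mice −0.32 and −0.05. With a correction for both, the downregulated genes of Pool 1 fell from 502 to 334, a value in line with length and GC bias as part of the cause. In simulated libraries with a length trend, the same correction lowered the genes past the threshold from 3338 to 947.

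The interferon response genes were lower in Control than in Vehicle mice in 20 of 20 genes (mean log2 difference −0.45 over all 20 libraries, exact permutation p = 0.111, and −0.56 over the 18, p = 0.0556). Without Vehicle replicate 4 and Pool 2 replicate 1, Vehicle mice thus lay as far above Control mice as Pool 2 mice did (0.45), and Pool 2 and Vehicle mice were not compared directly. Of the other lists, neocortex changed by −0.10 in Pool 1 and 0.23 in Pool 2, choroid plexus by −0.67 and −0.27, CA1 pyramidal neurons by 0.28 and −0.11, dentate granule cells by −0.19 and 0.13, blood by −0.34 and 0.19, synaptotagmins by 0.04 and 0.09, and oligodendrocytes by −0.13 and 0.05, as mean log2 differences from Control mice over all 20 libraries. Over the 18 libraries, Pool 2 had 0.28 for neocortex, −0.007 for choroid plexus, −0.18 for CA1 pyramidal neurons and 0.20 for dentate granule cells. Blood had −0.07, synaptotagmins 0.16 and oligodendrocytes 0.01. Without Pool 2 replicate 1 the blood list thus changed sign and the choroid plexus difference nearly vanished.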
